# Transcriptomics and Metabolomics Analyses Provide Novel Insights into Glucose-Induced Trophic Transition of the Marine Diatom *Nitzschia laevis*

**DOI:** 10.3390/md19080426

**Published:** 2021-07-27

**Authors:** Xuemei Mao, Mengdie Ge, Xia Wang, Jianfeng Yu, Xiaojie Li, Bin Liu, Feng Chen

**Keywords:** diatom, fucoxanthin, eicosapentaenoic acid (EPA), transcriptomics, trophic transition

## Abstract

Diatoms have important ecological roles and are natural sources of bioactive compounds. *Nitzschia laevis* is a member of marine diatoms that accumulates high-value products including fucoxanthin and eicosapentaenoic acid (EPA). In this study, physiological data showed that comparing to autotrophic growth, mixotrophic cultivation with glucose supplementation led to a decrease of chlorophyll and fucoxanthin content in *N. laevis*, and an increase of biomass density and EPA yield. To further examine the metabolic barriers for fucoxanthin and EPA biosynthesis, comparative transcriptomic and metabolome analyses were conducted, with a focus on the genes related to carotenoids biosynthesis and fatty acid metabolism. The results indicated that phytoene desaturase (PDS) and zeta-carotene isomerase (ZISO) could be the rate-limiting enzymes in carotenoid biosynthesis. The transcription regulation of 3-ketoacyl-CoA synthase (KCS) and elongation of very long chain fatty acids protein (EVOVL) are important contributors associated with polyunsaturated fatty acids (PUFAs) accumulation. Furthermore, we also investigated the glucose-associated regulatory genes using weighted gene co-expression network analysis, and identified potential hub genes linked with cell cycle, carbohydrate metabolism, purine biosynthesis, and lipid metabolism. This study offers a high-quality transcriptome resource for *N. laevis* and provides a molecular framework for further metabolic engineering studies on fucoxanthin and EPA production.

## 1. Introduction

Diatoms are important producers in the aquatic systems, as they are estimated to undertake 20–25% of the global carbon fixation and contribute ~40% of net primary productions [1,2]. They also play important roles in taking part in the biogeochemical cycling of silicon and carbon in the ecosystem [3]. Diatoms could grow under phototrophic conditions using CO_2_ as the carbon source and light as energy. Some diatoms have developed strategies in the form of mixotrophic or heterotrophic growth to utilize organic carbon sources such as glucose, glycerol in certain niches. Diatoms are important sources of bioactive compounds like fucoxanthin, polyunsaturated fatty acids (PUFAs), e.g., eicosapentaenoic acid (EPA), flavonoids, phenolic compounds, as well as lipid production for biofuels [4,5]. Fucoxanthin, one of the most abundant carotenoids in diatoms, has promising applications in human health due to its antioxidant, anti-inflammatory, anticancer, anti-obesity, antidiabetic, antiangiogenic, and antimalarial activities [6,7]. EPA, a bioactive PUFA, plays a cardioprotective role in preventing the occurrence of cardiovascular diseases [8]. Chrysolaminarin (β-1,3-glucan), the principal storage polysaccharide in the diatom stored in vacuoles, has anti-tumor bioactivity [9]. Chrysolaminarin and lipids are the two major storage substances for carbon skeletons in diatoms; lipids (primarily triacylglycerols (TAGs)) are also considered as potential sources for biofuels [10].

The morphology and physiology of diatoms are distinctive to other photosynthetic organisms, especially on their intracellular compartmentation and carbon partitioning pathways due to its complex evolutionary history [11]. Several diatom species have been used as research models, including a centric diatom *Thalassiosira pseudonana* for silica biomineralization, and a pennate diatom *Phaeodactylum tricornutum* for carbohydrate metabolism, xanthophyll cycle, and lipid metabolism [12,13]. With the advances in genomic sequencing and multi-omics analyses, the metabolic pathways in the model diatoms are being elucidated, and genetic engineering approaches have been developed [13,14,15,16]. One of the challenges is that the metabolism of diatoms is complex and substantially different among diatom species [11], therefore some questions could not be demonstrated in existing model systems. For example, *P. tricornutum* is unable to assimilate glucose due to the lack of a transporter gene [17]. *Nitzschia laevis* can grow under autotrophic, mixotrophic, and heterotrophic conditions, and reach high cell density when glucose is supplemented as the sole carbon resource [18,19]. Thus, *N. laevis* is likely to have unique metabolic characteristics during the glucose-induced trophic transition. In addition, *N. laevis* has also been demonstrated to be a robust industrial strain for fucoxanthin and EPA production [20], thus it is an important organism to be investigated and further optimized for industrial.

Glucose is an important source of carbon to many organisms, it has been reported that the assimilation of glucose has a profound impact to the gene expression pattern, metabolic networks and cell growth in higher plants and green algae [21,22]. The physiological impact of glucose assimilation to diatoms is yet clear. Previously, we found that supplementation of glucose could induce a shift of physiological parameters, e.g., growth rate and biomolecular composition; to elucidate the underlying molecular mechanisms that associated with growth trophic transitions in response to glucose, we conducted metabolomics and transcriptomics analyses, the data are presented in this work.

## 2. Results and Discussion

### 2.1. Physiological Changes in N. laevis under Glucose Addition

With the addition of glucose (+G), the cultivation shifted from autotrophy to mixotrophy (or pure heterotrophy), resulting in a significant increase in biomass yield in comparison to the control group (−G) (Figure 1A) (*p* < 0.01). Moreover, the cellular abundance of fucoxanthin was decreased in mixotrophic cells after 4-day culture with glucose (Figure 1B). In diatom, fucoxanthin and chlorophyll a/c are primary pigments in the light-harvesting complex associated with photosystem I and II [23,24]. The decrease of both chlorophyll (Figure 1B) and fucoxanthin content indicates a general downregulation of the photosynthetic apparatus (including PSI and PSII) under glucose addition. TFA content displayed a minor decrease on Day 4 (Figure 1C). As both lipid and carbohydrates production were dependent on the carbon precursors and used as stored substances, the synthesis of these biomolecules are potential competitors for carbon backbones. In microalgae, the most abundant carbohydrate molecules are species-dependent, as that in cyanobacteria is glycogen, whereas that in green algae Chlamydomonas is starch [25]. The main carbohydrate in diatom like *Phaeodactylum*, is chrysolaminaran [26]. In this study, the intracellular soluble polysaccharides, likely in the form of chrysolaminaran, were analyzed and showed a significant increase upon glucose addition (Figure 1C) (*p* < 0.05). The percentage of EPA in TFA was increased on Day 4 with glucose addition (Figure 1D), and the EPA yield reached 38.18 mg/L in +G group while only 16.09 mg/L in −G group (*p* < 0.01). A previous study also has concluded that mixotrophic culture is preferred for the production of EPA from *N. laevis* [27].

### 2.2. The Changes of Transcriptome during the Transition from Autotrophy to Mixotrophy

RNA-seq is a powerful tool to provide insights to gene expression and function, the association of genes to metabolic pathways, and their regulations. Data generated from RNA-seq can be used to complement genomic studies for functional annotations and evolution of gene clusters and metabolic pathways. To elucidate the underlying mechanisms that associated with physiological changes in *N. laevis*, we investigated transcriptome-wide differences in gene expression during the transition from autotrophy to mixotrophy. Samples were collected for RNA-seq at 3 h, 6 h, and 12 h from both the glucose group (with glucose addition, +G) and control group (without glucose addition, +G). De novo sequences were prepared from 18 samples (referred as +G3h, +G6h, +G12h, −G3h, −G6h, −G12h). 

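RNA was sequenced from 18 samples of the diatom N. laevis, with 3 biological replicates in each of 6 groups. The paper does not state whether each time point had its own cultures, and the comparisons here treat all 18 libraries as independent. The +G cultures grew in medium with 5 g/L glucose and the −G cultures in medium with 0 g/L glucose, after a preculture without glucose, and both were collected 3, 6 and 12 h after inoculation. The authors trimmed the reads with SeqPrep and Sickle, assembled all samples together with Trinity (version 2.8.5), and had RSEM (version not given) estimate the TPM of every unigene in every library. TPM is corrected for transcript length and scaled to one fixed total per library, so the number of reads behind a value is not kept in it and the depth of each library is unknown here. Between 11362 and 12511 unigenes per library had a TPM of at least 1, and the 10 most abundant unigenes took between 15.8% and 21.7% of the TPM of a library. None of the 153 pairs of libraries held identical values, so no library was a copy of another. Each library was counted as 1 replicate, although differing values cannot show that the libraries came from separate cultures. From these values, log2(TPM + 1) was compared between +G and −G at each time point with limma, over the 13038 unigenes with a TPM of at least 1 in at least 3 libraries and with one estimate of the spread for all 6 groups. A unigene was called upregulated or downregulated at a log2 fold change of at least 1 or at most −1 and a Benjamini-Hochberg adjusted p under 0.05, which are the limits the authors set for DESeq2. The added 1 TPM makes the fold change of a gene with low TPM smaller than the ratio of its TPM values. Throughout, TPM is given as mean ± SD with n = 3 libraries per group, a log2 fold change is +G against −G with its standard error, and an adjusted p is limma's over all 13038 unigenes.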

The de novo assembly generated 16,622 unigenes in total (Table S1). 

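The table of expression values lists 16650 unigenes, of which 470 are at 0 in every one of the 18 libraries. The 13038 unigenes kept for the comparisons cover 144 of the 163 genes that the text names, and 101 of the 120 genes that Table S5 assigns to terpenoid, carotenoid, fatty acid and FCP genes. Pathway names and gene symbols of the unigenes are those of the paper's Tables S3 and S5, since the expression table pairs no unigene with a name.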

To reflect the gene expressional correlation between samples, the Pearson correlation coefficients for all gene expression levels between two samples were shown in Table S2. Moreover, the principal component analysis (PCA) results also revealed the relationship between the samples (Figure S1A). 

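Over all 16650 unigenes, the Pearson coefficient of TPM between replicate libraries of one group had a median of 0.956 and lay between 0.897 and 0.996. Between a +G and a −G library of the same time point the median was 0.859, with values from 0.802 to 0.969, so the ranges overlapped. Each coefficient runs across unigenes, which are not independent replicates, and a few unigenes with high TPM weigh most in it. Of the 153 pairs of libraries, 153 lay within 0.001 of the coefficient printed in Table S2.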

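On log2(TPM + 1) of the 13038 unigenes, component 1 held 26.2% of the variance, and 76.9% of the spread of its scores lay between the media. Component 2 held 21.1%, and 76.6% of its spread lay between the time points, as did 75.8% of the spread of component 3, which held 18.6%. Component 4 held 7.98% and had 55.3% of its spread between the 6 groups, against 99.0% for component 1.

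**Figure D1:**
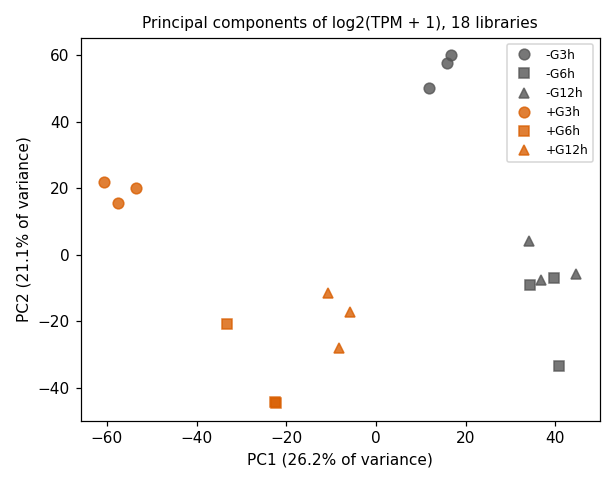
Scores of the 18 libraries on components 1 and 2 of log2(TPM + 1), with the axes labelled by their share of the variance (26.2% and 21.1%). Each point is one library and its marker gives medium and time point; the +G libraries sit to the left of the −G libraries on component 1.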

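The transcriptome of the −G cultures differed between the time points after inoculation: between 3 h and 12 h, 1323 unigenes rose and 199 fell in −G (limma, adjusted p under 0.05). The share of rises among these calls was 86.9% on TPM, 70.7% after median-of-ratios scaling and 70.5% after quantile normalization. The median log2 change of all unigenes was 0.15 on TPM, −0.03 with median-of-ratios and −0.08 with quantile normalization. Unigenes deviated together between the replicates of a group. One axis held 28.5% of the variance of the deviations from the group means, against at most 11.8% in 100 shuffles of these deviations. The shuffles were drawn for each unigene alone, so random differences between cultures that move many unigenes together would exceed them too. Farthest out on this axis lay −G6h replicate 1 (score 36.5), +G12h replicate 2 (27.6) and −G3h replicate 3 (25.0) on one side and +G6h replicate 2 (−32.1) on the other.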

The transcription profiles among +G and −G groups showed significant divergence, and time points also attributed to the divergence among groups, while the three biological replicates were comparable. The box plot showed an overview of the gene expression level in each sample (Figure S1B). Through the sequence similarity search in NR (Non-Redundant Protein Sequence) database, functions information of genes was predicted and the similarity between the transcript sequences of *N. laevis* and the similar species was obtained. As shown in Figure S1C, 3163 genes were matched with homologous genes from *Pseudo-nitzschia multistriata*, and 2665 homologous genes were identified in *Fragilariopsis cylindrus*. Moreover, these genes accounted for ~52.8% of total genes, and genes conserved across all three species of *Phaeodactylum tricornutum*, *Fistulifera solaris*, and *Thalassiosira oceanica* accounted for ~37.0% of total genes. These results revealed the close phylogenetic links between *N. laevis* and other diatoms. The abundance of transcripts from +G group were compared with respective counterparts from –G group, and interpreted as log_2_FoldChange (FC), and genes with log_2_FC ≥ 1 or ≤ −1 and padj ≤ 0.05 were defined as differentially expressed genes (DEGs). 

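After 3 h with glucose, the unigene with the largest rise was TRINITY_DN3850_c0_g1, at 45.4 ± 8.89 TPM in +G and 0.693 ± 0.250 TPM in −G, a log2 fold change of 4.77 (standard error 0.19, adjusted p = 3.8e-11); with a pseudocount of 5 this is 3.13. The largest fall was that of TRINITY_DN521_c0_g1, from 2948 ± 307 TPM in −G to 42.1 ± 5.90 TPM in +G, with a log2 fold change of −6.10 (standard error 0.19, adjusted p = 4.5e-12). Neither has a gene name in the tables used here. Across all unigenes tested, 947 rose and 867 fell at 3 h, 538 rose and 825 fell at 6 h, and 698 rose and 722 fell at 12 h. Rises made up 39.5% of the calls at 6 h on TPM, 51.4% with either median-of-ratios scaling or quantile normalization, and 51.2% without the 4 libraries that stand apart, a setting chosen after seeing the data. At 12 h they made up 49.2% on TPM, 59.0% with median-of-ratios scaling (836 rises and 582 falls), 51.4% with quantile normalization and 45.9% without those libraries. At 6 h the median log2 fold change of all unigenes was −0.11 on TPM and −0.01 with median-of-ratios scaling.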

The volcano plots shown the distribution of DEGs (Figure 2A–C): There were 1068 upregulated DEGs and 1058 downregulated DEGs in the +G3h group, 699 upregulated DEGs and 728 downregulated DEGs in the +G6h group, and 822 upregulated DEGs and 781 downregulated DEGs in the +G12h group. As the +G3h group yielded the largest number of DEGs, the KEGG pathways enrichment for the DEGs of +G3h group was performed and pathways significantly enriched (*p* < 0.05) were shown in Figure 2D. 

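Of the unigenes called at 3 h, 310 also rose and 469 also fell at 6 h, where lists of these sizes drawn independently share 39.1 and 54.9. With 12 h the 3 h calls shared 204 rises and 177 falls (50.7 and 48.0 by chance), and 30 unigenes were called in opposite directions. All 3 time points shared 159 rises and 137 falls, and 3252 unigenes were called at one time point or more. The response itself differed between 12 h and 3 h for 2030 unigenes, 890 with a higher and 1140 with a lower fold change at 12 h (limma, adjusted p under 0.05). The share that was higher was 43.8% on TPM and 53.9% with median-of-ratios scaling. Among the genes named here, TRINITY_DN3680_c0_g1 (glyoxylate and dicarboxylate metabolism) had a log2 fold change 4.43 higher at 12 h than at 3 h (standard error 0.26, adjusted p = 3.9e-08), and the delta12 desaturase D12D (TRINITY_DN4872_c0_g1), which adds a double bond to oleic acid, differed by −1.84 (standard error 0.40, adjusted p = 0.00233).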

The top 10 enriched pathways of DEGs were listed with relative DEG IDs, including several amino acid metabolism pathways (‘alanine, aspartate and glutamate metabolism’, ‘arginine biosynthesis’, ‘valine, leucine and isoleucine biosynthesis’, ‘valine, leucine and isoleucine degradation’); two carbohydrate metabolism pathways (‘pyruvate metabolism’, ‘propanoate metabolism’); two lipid metabolism pathways (‘fatty acid degradation’, ‘fatty acid elongation’); one pathway of translation (‘ribosome biogenesis in eukaryotes’); and ‘vitamin B6 metabolism’.

To identify gene families that quickly respond to the transition from autotrophy to mixotrophy, the 100 most up- and downregulated DEGs at 3 h were listed for hierarchical cluster analysis to group these DEGs with their expressional patterns during the first 12 h (Figure S2A,B). 

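Table S3 assigns 24 of these upregulated genes to pathways, and all 24 rose at 3 h with limma, 22 of them among the 100 largest rises. Of its 14 downregulated genes 13 fell, 12 of them among the 100 largest falls, and fabG1 was not called. The study chose these genes on the same samples, so the counts are not independent evidence of a direction. The largest log2 fold changes of the upregulated side were 4.22 (standard error 0.50, adjusted p = 4.3e-06) for TRINITY_DN7577_c0_g1 (nitrogen metabolism; 2.74 with a pseudocount of 5) and 3.86 (standard error 0.19, adjusted p = 4.0e-10) for TRINITY_DN4513_c0_g1 (biotin metabolism), which stood at 1756 ± 42.9 TPM in +G and 121 ± 23.5 TPM in −G. By 12 h the latter had a log2 fold change of 1.23 (standard error 0.19, adjusted p = 1.3e-04). On the downregulated side, the largest fall was that of TRINITY_DN3680_c0_g1 at −4.77, which was no longer called at 12 h. After it, TRINITY_DN6115_c0_g1 had −4.58 (standard error 0.16, adjusted p = 1.1e-11) and TRINITY_DN14803_c0_g1 had −4.04 (standard error 0.16, adjusted p = 2.7e-11). TRINITY_DN6115_c0_g1 and TRINITY_DN14803_c0_g1 remained lower at 12 h, with log2 fold changes of −1.31 and −2.03.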

Even though most of these DEGs were unknown in function according to sequence alignment results in NR and KEGG database, some genes were annotated and classified. The results showed that most of these DEGs were associated with carbohydrate metabolism, amino acid metabolism, and lipid metabolism (Figure S2C,D). 

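By the pathway classes of Table S3, in which one gene can stand in several, the upregulated genes held 7 of carbohydrate, 7 of amino acid and 7 of lipid metabolism, next to 10 of cofactor and vitamin metabolism and 5 of translation. The downregulated genes held 7 of carbohydrate, 3 of amino acid and 3 of lipid metabolism. In amino acid metabolism, TRINITY_DN3297_c0_g1 (alanine, aspartate and glutamate metabolism) was at 201 ± 3.53 TPM in +G3h and 26.6 ± 4.71 TPM in −G3h, a log2 fold change of 2.89 (standard error 0.12, adjusted p = 6.1e-11), and was still 2.00 at 12 h. Among the genes that fell, TRINITY_DN2023_c0_g1 had a log2 fold change of −3.77 (standard error 0.10, adjusted p = 1.4e-12), from 159.6 ± 14.4 TPM in −G3h to 10.8 ± 0.670 TPM in +G3h. Every one of these changes at 3 h left no overlap between the 3 +G and the 3 −G libraries. Chance gives this for 10% of unchanged genes, but the study chose these genes for their change in the same libraries, so that rate is no measure for them.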

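The acetaldehyde dehydrogenase ALDH (TRINITY_DN9750_c0_g1), the one upregulated gene that Table S3 lists under pyruvate metabolism, was at 832 ± 145 TPM in +G3h and 102 ± 2.87 TPM in −G3h, a log2 fold change of 3.00 (standard error 0.27, adjusted p = 2.3e-07). TRINITY_DN5500_c0_g1, listed under glycolysis and gluconeogenesis, had 2.45 (standard error 0.19, adjusted p = 6.4e-08). Propanoate metabolism had 4 upregulated genes in that table, all 4 called at 3 h, among them TRINITY_DN1115_c0_g1 at 3.19 (standard error 0.28, adjusted p = 1.9e-07). Of the downregulated genes, TRINITY_DN3680_c0_g1 and TRINITY_DN7469_c0_g1 of glyoxylate and dicarboxylate metabolism had log2 fold changes of −4.77 (standard error 0.19, adjusted p = 2.9e-11) and −3.66 (standard error 0.13, adjusted p = 1.1e-11) at 3 h. By 12 h these were −0.34 ± 0.19 and 0.21 ± 0.13 (± standard error), no longer called. TRINITY_DN3219_c0_g1 of fructose and mannose metabolism fell at 3 h (−2.53, standard error 0.14, adjusted p = 9.6e-10; −1.41 with a pseudocount of 5), as did TRINITY_DN2300_c0_g1 of propanoate metabolism (−2.91, standard error 0.18, adjusted p = 3.2e-09). The study chose all of these genes on the same libraries.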

For carbohydrate metabolism, most of upregulated DEGs were involved in pyruvate metabolism and glycolysis/gluconeogenesis, while most of downregulated DEGs were involved in fructose and mannose metabolism, glyoxylate and dicarboxylate metabolism, and propanoate metabolism (Table S3). 

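Glycerolipid metabolism was represented by TRINITY_DN3690_c0_g1, which also stands under fructose and mannose metabolism and fell from 79.0 ± 2.02 TPM in −G3h to 5.35 ± 0.431 TPM in +G3h (log2 fold change −3.66, standard error 0.16, adjusted p = 6.9e-11). The glycerophospholipid gene TRINITY_DN6436_c0_g1 had a log2 fold change of −2.01 (standard error 0.34, adjusted p = 1.8e-04), which is −0.95 and no longer a call with a pseudocount of 5. Among genes that Table S3 lists under fatty acid degradation, TRINITY_DN10822_c0_g1 rose to 372 ± 64.9 TPM in +G3h from 58.4 ± 9.40 TPM in −G3h (2.65, standard error 0.37, adjusted p = 2.8e-05) and TRINITY_DN6565_c0_g1 had 2.87 (standard error 0.17, adjusted p = 2.1e-09). The latter was −0.57 ± 0.17 (± standard error) at 12 h. TRINITY_DN6280_c0_g1 of fatty acid biosynthesis rose too, at 2.21 (standard error 0.18, adjusted p = 8.2e-08).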

For lipid metabolism, one gene in fatty acid biosynthesis, one in glycerophospholipid metabolism and one in glycerolipid metabolism were downregulated, while three genes in fatty acid degradation, two genes in biosynthesis of unsaturated fatty acids, and one in fatty acid biosynthesis were upregulated (Table S3). Besides, note that there were 2 genes (hexaprenyl-diphosphate synthase (hexPS) and diphosphomevalonate decarboxylase (MVD)) related in terpenoid backbone biosynthesis pathway in the list of top 100 upregulated DEGs (Table S3), and terpenoid backbone biosynthesis is directly associated with carotenoids biosynthesis, thus influence the production of fucoxanthin.

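The hexaprenyl-diphosphate synthase gene hexPS (TRINITY_DN14712_c0_g1), which extends the prenyl chain, was at 32.5 ± 3.09 TPM in +G3h and 2.65 ± 0.360 TPM in −G3h. Its log2 fold change was 3.20 (standard error 0.14, adjusted p = 1.2e-10) at 3 h, 1.76 (standard error 0.14, adjusted p = 2.0e-07) at 6 h and 1.50 (standard error 0.14, adjusted p = 1.2e-06) at 12 h, the last of which is 0.96 and not a call with a pseudocount of 5. By fold change at 3 h it ranked 16 and MVD ranked 52 among all rises. Of the 11 tested genes that Table S5 lists as other genes of the terpenoid pathway, 2 rose and none fell at 3 h, 1 rose and 1 fell at 6 h, and 1 rose at 12 h, with the same counts when adjusted over the list alone. At an unadjusted p under 0.05 and without a minimum fold, limma gave 5 higher and 3 lower genes at 3 h. Camera gave this list an adjusted p of 0.147, 0.115 and 0.0872 at the 3 time points. The geranylgeranyl reductase gene chlP (TRINITY_DN5844_c0_g1), needed for the phytol tail of chlorophyll, was at 1386 ± 136 TPM in +G12h and 716 ± 31.7 TPM in −G12h, a log2 fold change of 0.95 (standard error 0.10, adjusted p = 2.2e-06), and is a call at 1.04 with median-of-ratios scaling.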

### 2.3. The Changes of Metabolites Profile during the Transition from Autotrophy to Mixotrophy

Metabolic pathways in microalgae are responsive to environmental changes. Even with transcriptomic data, biochemical regulation is subject to many other regulatory controls (e.g., regulated degradation, post translational modification, and allostery), so the conclusions remain tentative and hypothesis-generating rather than conclusive. However, the metabolomic data greatly strengthen the hypotheses produced by the transcriptomic data. Mass spectrometry were used to collect data on metabolites analysis, by applying a filtering coefficient of 30% variation of peak size, there were 13,139 and 1316 peaks identified under Positive ion mode (ESI+) and negative ion mode (ESI−), respectively (Table S4). To illustrate the differences of metabolomics between −G and +G groups, metabolites with fold change ≥1.2 or ≤0.83, and *p*-value <0.05 were defined as having significant changes. In total, there were 847 decreased metabolites and 856 increased metabolites under ESI+ in the +G microalgal cells (Figure S3A); while the signals of 136 metabolites under ESI- were decreased and that of 122 metabolites were increased (Figure S3B). With the exception of unknown compounds, most of these differential metabolites belong to the following chemical groups: lipids and lipid-like molecules, benzenoids, organoheterocyclic compounds, and organic acids (Table S4). As designated in the KEGG databases, most of identified metabolites belong to amino acid metabolism, metabolism of cofactors and vitamins, carbohydrate metabolism and lipid metabolism pathway (Figure S3C). In contrast to that of −G group, the valine content was increased by 57% (Figure 3). Valine is present in many proteins, mostly in the interior of globular proteins helping to determine the three-dimensional structure [28]. α-Ketoglutarate was significantly increased by 147% in the +G group, which is an intermediate compound of the tricarboxylic acid cycle (TCA cycle) and amino acid metabolism, nitrogen metabolism. Correlated with glucose addition, pyruvate, the product of glycolysis and precursor of carotenoids, fatty acids and many amino acids, was increased by 86% (Figure 3). Due to the crosstalk between amino acids and central carbon metabolism, the increase of valine, α-ketoglutarate, and pyruvate was consistent with the upregulation of several amino acid metabolic pathways revealed by transcriptomic analysis, including ‘valine, leucine and isoleucine biosynthesis’, ‘arginine biosynthesis’ and ‘alanine, aspartate and glutamate metabolism’. The upregulation of amino acid biosynthesis under mixotrophic culture was expected, as after glucose addition, amino acids and proteins synthesis were required for cell proliferation. The contents of C16:0, EPA, and DHA were greatly increased, while C12:2 was significantly decreased (Figure 3), indicating that the addition of glucose enhanced the biosynthesis of long-chain fatty acids. This result was also consistent with the transcriptomic result that fatty acid elongation pathway was upregulated by glucose addition.

### 2.4. Identification of the Candidate Genes Involved in Carotenoids Biosynthesis and Their Expression Profiles

From this section, we focused on the transcriptome results of selected functional pathways involved in fucoxanthin and fatty acid biosynthesis. Carotenoids biosynthesis includes two metabolic steps: terpenoid backbone biosynthesis and carotenoid biosynthesis. Carotenoids are derived from terpene backbone precursors, isopentenyl pyrophosphate (IPP) and dimethylallyl pyrophosphate (DMAPP). Previous studies have revealed that green microalgae produce IPP and DMAPP via the chloroplastic 2-C-methylerythritol 4-phosphate (MEP) pathway [29,30], while diatoms and higher plants commonly have both cytosolic mevalonate (MVA) pathway and chloroplastic MEP pathway for IPP and DMAPP synthesis [31,32]. These two pathways are likely to generate precursors that are allocated to different isoprenoid end-products. It is currently known that mono- and diterpenes are produced in the plastid compartment via the MEP pathway; whereas the cytosolic MVA pathway is used for the biosynthesis of triterpenes, including the sterol precursor, cycloartenol; however, the exchange of terpene precursors between the two compartments increased the complexity of studying their metabolism [33]. 

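Table S5 lists 13 unigenes of the MEP pathway and 8 of the MVA pathway, of which 7 and 5 passed the expression filter. DXR (TRINITY_DN5764_c0_g1), MCT (TRINITY_DN3808_c0_g1), CMK (TRINITY_DN6265_c0_g1), MDS (TRINITY_DN1160_c0_g1), HDS (TRINITY_DN3462_c0_g1 and TRINITY_DN471_c0_g1) and HDR (TRINITY_DN3775_c0_g1) of the plastid pathway had group means between 13.6 TPM (MDS in +G3h) and 199 TPM (HDS in +G12h). DXS, the first enzyme of the MEP pathway, was different: TRINITY_DN15176_c0_g1 is listed at 0 in all 18 libraries, and TRINITY_DN12858_c0_g1 had group means between 0.0667 and 0.213 TPM. In the MVA pathway, the group means of PMK (TRINITY_DN8015_c0_g1) lay between 36.6 TPM in −G6h and 57.8 TPM in +G3h.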

In this study, all genes encoding the enzymes of the MEP pathway and most genes of the MVA pathway were identified in *N. laevis* (Table S5). This study is the first report on the genes and expression profiles of the MEP and the MVA pathways in *N. laevis*.

The transcription level of genes relate to terpene precursors and carotenoid biosynthesis were further illustrated with the respective time points (Figure 4). All genes in MEP pathway showed no significant change through the 12 h period (Figure 4A). 

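None of the 7 tested MEP genes passed both limits at 3, 6 or 12 h, over all unigenes or adjusted over the list alone. Several moved by less than the minimum fold: at 3 h 5 were lower and 2 higher at an adjusted p under 0.05 from limma without that limit, the same numbers as at an unadjusted p under 0.05. HDS (TRINITY_DN3462_c0_g1) was at 65.2 ± 1.09 TPM in +G3h and 109.7 ± 5.54 TPM in −G3h (log2 fold change −0.74, standard error 0.11, adjusted p = 3.3e-05), and HDR, the last enzyme of the pathway, had −0.61 (standard error 0.15, adjusted p = 0.00403). MCT lay on the other side with 0.81 (standard error 0.15, adjusted p = 3.2e-04) at 3 h and 0.67 at 12 h. HDS TRINITY_DN3462_c0_g1 and HDR changed sign with time, to 0.33 (standard error 0.11, adjusted p = 0.0213) and 0.54 (standard error 0.15, adjusted p = 0.0109) at 12 h, when 3 MEP genes were higher and 1 was lower at an unadjusted p under 0.05 (1 higher and none lower at 6 h). The other tested HDS unigene, TRINITY_DN471_c0_g1, was higher in +G at 3 h, at 60.8, 68.4 and 64.3 TPM against 43.3, 44.7 and 51.6 TPM in −G. At 12 h it was at 38.3, 48.9 and 37.3 TPM in +G and 43.6, 51.8 and 51.9 TPM in −G. Camera's adjusted p for the list was 0.230 at 3 h, 0.761 at 6 h and 0.675 at 12 h.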

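MVD (TRINITY_DN7353_c0_g1), whose product is isopentenyl diphosphate (IPP), was at 71.7 ± 9.32 TPM in +G3h and 11.6 ± 0.412 TPM in −G3h, a log2 fold change of 2.52 (standard error 0.13, adjusted p = 4.0e-10). The difference was 1.76 (standard error 0.13, adjusted p = 5.2e-08) at 6 h and, below the minimum fold, 0.59 (standard error 0.13, adjusted p = 0.00164) at 12 h. ACAT (TRINITY_DN612_c0_g1), which joins acetyl-CoA units at the start of the pathway, was at 13.0 ± 0.405 TPM in +G3h and 28.2 ± 4.90 TPM in −G3h, with log2 fold changes of −1.05 (standard error 0.10, adjusted p = 6.2e-07), −0.48 (standard error 0.10, adjusted p = 0.00167) and −0.37 (standard error 0.10, adjusted p = 0.0108) at 3, 6 and 12 h. Its call at 3 h ends with a pseudocount of 5 (−0.88), without −G3h replicate 3 (−0.92), and without the libraries that stand apart (−0.92, chosen after seeing the data). HMGCS (TRINITY_DN5015_c0_g1), the next enzyme, had 0.85 (standard error 0.15, adjusted p = 2.4e-04) at 3 h and −0.64 (standard error 0.15, adjusted p = 0.00338) at 12 h. Of the 5 tested MVA genes, 1 rose and 1 fell at 3 h, 1 rose at 6 h and none passed at 12 h, with the same counts adjusted over the list alone; at 12 h 1 was higher and 2 were lower at an unadjusted p under 0.05 from limma. Camera gave the list an adjusted p of 0.232, 0.363 and 0.761.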

In the MVA pathway, acetyl-CoA C-acetyltransferase (ACAT) was slightly downregulated only at 3 h, while diphosphomevalonate decarboxylase (MVD) was apparently upregulated at 3 h and 6 h. Besides, isopentenyl-diphosphate delta-isomerase (idi) catalyzed the reversible conversion of IPP and DMAPP, and one of the idi isoforms in *N. laevis* was significantly upregulated at 3 h and 6 h. 

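This isoform, TRINITY_DN5218_c0_g1, was at 146 ± 20.9 TPM in +G3h against 34.5 ± 6.56 TPM in −G3h and at 115 ± 1.77 TPM in +G6h against 38.2 ± 1.69 TPM in −G6h. The log2 fold changes were 2.06 (standard error 0.14, adjusted p = 7.6e-09) and 1.57 (standard error 0.14, adjusted p = 3.3e-07). At 12 h it was 0.40 (standard error 0.14, adjusted p = 0.0298), below the minimum fold. The other isoform that passed the filter, TRINITY_DN4615_c0_g1, was at 9.59 ± 0.493 TPM in +G3h and 10.3 ± 0.337 TPM in −G3h, a log2 fold change of −0.09 (standard error 0.12, adjusted p = 0.592). A further isoform, TRINITY_DN15647_c0_g1, is listed at 0 in all libraries.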

IPP and DMAPP are converted to form geranylgeranyl diphosphate (GGPP) catalyzed by the geranyl diphosphate synthase (GPPS), farnesyl diphosphate synthase (FDPS), and geranylgeranyl diphosphate synthase (GGPPS). Among these three enzymes, the gene encoding GGPPS had a relatively higher transcription level than the other two genes, and the gene encoding FDPS showed elevated expression under glucose addition. Therefore, the gene transcription levels of terpenoid backbone biosynthesis were overall upregulated by glucose addition.

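GGPPS (TRINITY_DN1710_c0_g1), which makes the precursor of all carotenoids, had the highest TPM of the 3 genes in 18 of the 18 libraries. Its group means lay between 158 and 213 TPM, against 45.0 to 70.2 TPM for GPPS (TRINITY_DN1861_c0_g1) and 28.4 to 114 TPM for FDPS (TRINITY_DN1473_c0_g1). GGPPS itself was not called at any time point, with log2 fold changes of 0.23 (standard error 0.19, adjusted p = 0.359), 0.37 (standard error 0.19, adjusted p = 0.132) and 0.34 (standard error 0.19, adjusted p = 0.171) at 3, 6 and 12 h. FDPS rose at 3 h to 114 ± 9.39 TPM from 29.1 ± 4.57 TPM in −G3h, a log2 fold change of 1.94 (standard error 0.12, adjusted p = 3.2e-09), and at 6 h by 1.53 (standard error 0.12, adjusted p = 1.0e-07). At 12 h its value was 0.16 (standard error 0.12, adjusted p = 0.305). GPPS had −0.37 (standard error 0.12, adjusted p = 0.0230) at 3 h and −0.46 (standard error 0.12, adjusted p = 0.00746) at 6 h. Of the 5 tested genes of prenyl diphosphate synthesis, 2 rose at 3 h and 2 at 6 h, the isomerase and FDPS, and none passed at 12 h, where limma gave 1 higher and 1 lower at an unadjusted p under 0.05; adjusted over the list alone the counts were the same. Camera's adjusted p was 0.214, 0.169 and 0.716.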

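Taken over the MVA pathway, the MEP pathway and prenyl diphosphate synthesis, 17 genes of the terpenoid backbone were tested. MVD, the isomerase and FDPS rose at 3 h and ACAT fell, while 13 did not pass. The same 3 genes rose at 6 h and 14 did not pass. At 12 h none passed, where 5 were higher and 4 lower at an unadjusted p under 0.05 from limma. The counts adjusted over the list alone were equal to these. Camera gave the list an adjusted p of 0.675 at 3 h, 0.184 at 6 h and 0.737 at 12 h. Its median log2 fold change was 0.23 at 3 h, −0.003 at 6 h and −0.04 at 12 h, the last 2 being 0.11 and 0.05 with median-of-ratios scaling. At a limma adjusted p under 0.05 without the minimum fold, 7 of the 17 were higher and 7 lower at 3 h. These counts were 5 and 2 at 6 h and 5 and 3 at 12 h. From the changes it describes in these pathways, the paper concludes that glucose raised the transcription of terpenoid backbone biosynthesis as a whole.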

In the carotenoid biosynthesis pathway, GGPP is condensed to the first 40-carbon carotene, phytoene, catalyzed by phytoene synthase (PSY). The phytoene is converted to lycopene after several desaturation and isomerization steps, mediated by phytoene desaturase (PDS), zeta-carotene isomerase (ZISO), and zeta-carotene desaturase (ZDS). The transcripts of PDS and ZISO was reduced upon glucose addition, and that of PSY and ZDS remained unchanged (Figure 4B). 

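PDS (TRINITY_DN6254_c0_g1), the first desaturase after phytoene, fell from 163 ± 3.85 TPM in −G3h to 64.8 ± 1.83 TPM in +G3h, a log2 fold change of −1.32 (standard error 0.16, adjusted p = 7.9e-06). At 6 h it was −1.06 (standard error 0.16, adjusted p = 1.2e-04) and at 12 h 0.35 (standard error 0.16, adjusted p = 0.109). ZISO (TRINITY_DN3982_c0_g1) fell from 17.5 ± 1.48 TPM to 3.66 ± 0.700 TPM at 3 h (it fell by 2.00 on the log2 scale, standard error 0.15, adjusted p = 3.8e-08) and had −1.06 (standard error 0.15, adjusted p = 5.6e-05) at 6 h and −0.36 (standard error 0.15, adjusted p = 0.0735) at 12 h. Both calls at 6 h are near the limit: with median-of-ratios scaling PDS had −0.95 and ZISO −0.94. PDS at 6 h was −0.93 without +G6h replicate 1 and −0.91 without −G6h replicate 2, and ZISO −0.64 with a pseudocount of 5, −0.81 after quantile normalization and −0.95 without +G6h replicate 3, none of them a call. PSY (TRINITY_DN3707_c0_g1), which condenses GGPP to phytoene, had −0.51 (standard error 0.14, adjusted p = 0.00589) at 3 h, and ZDS (TRINITY_DN285_c0_g1) had −0.84 (standard error 0.12, adjusted p = 3.2e-05), both below the minimum fold. Another PDS unigene, TRINITY_DN5645_c0_g1, had 0.28 (standard error 0.10, adjusted p = 0.0379) at 3 h and −0.75 (standard error 0.10, adjusted p = 4.1e-05) at 12 h. Of the 13 tested carotenoid genes, 2 fell and 1 rose at 3 h and at 6 h, and 1 rose at 12 h, adjusted over all unigenes or over the list alone; after scaling none was called lower at 6 h with median-of-ratios and 1 with quantile normalization. The median log2 fold change of the 13 was −0.45 at 3 h, −0.48 at 6 h and −0.05 at 12 h. Camera's adjusted p was 0.0872 at 3 h, 0.0793 at 6 h and 0.761 at 12 h. The 6 h value was 0.0153 without +G6h replicate 2, 0.0411 with no filter on low TPM and 0.493 with an estimated correlation.

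**Figure D2:**
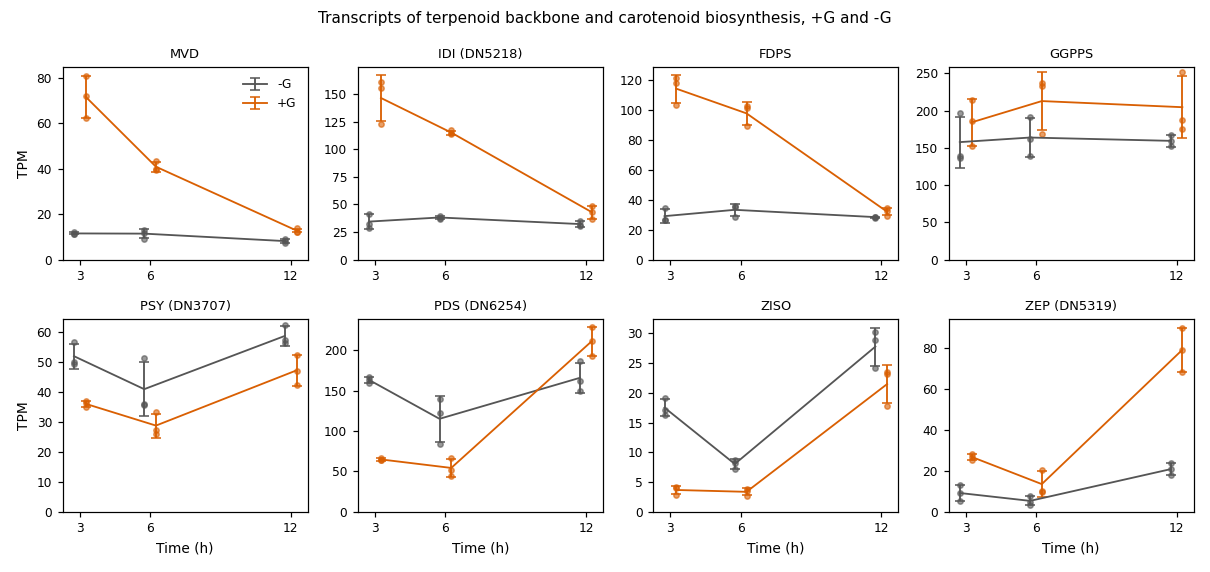
TPM of 8 genes of terpenoid backbone and carotenoid biosynthesis (MVD, IDI, FDPS, GGPPS, PSY, PDS, ZISO and ZEP) against hours after inoculation. Points are libraries, lines join group means and bars are SD (n = 3), with +G in orange and −G in grey; MVD, IDI and FDPS lie higher and PDS and ZISO lower in +G at 3 h and 6 h.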

From the genetic engineering perspective, the reduction of PDS and ZISO correlated well the decrease of fucoxanthin content, thus the two enzymes might catalyze the rate-limiting steps in the pathway. Lycopene β-cyclase (lcyB) converts lycopene to β-carotene, and beta-carotene 3-hydroxylase (CHYB) catalyzes the hydroxylation of β-carotene to form zeaxanthin. In green algae, lycopene represents the branching point for α-carotene and β-carotene, and lycopene ε-cyclase (LCYe) diverts the carotenoid flux towards lutein instead of zeaxanthin [34]. However, in *N. laevis* the ortholog of LCYe is absent, which is consistent with previous studies suggesting LCYe gene is absent in diatoms, explaining why α-carotene and its derivatives are not found [35]. Zeaxanthin was epoxidized to violaxanthin by zeaxanthin epoxidase (ZEP) via the intermediate antheraxanthin, and the xanthophyll violaxanthin was reversely deepoxidized to zeaxanthin by violaxanthin de-epoxidase (VDE) (violaxanthin cycle). The latter conversion was essential for the photoprotection of plants or algae when exposed to excessive light [36]. In this study, three candidate ZEP isoforms and one VDE were identified, and one of ZEP isoforms (TRINITY_DN5319_c0_g1) was upregulated upon glucose addition.

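At 3 h this isoform was at 26.8 ± 1.38 TPM in +G and 9.14 ± 3.86 TPM in −G, and at 12 h at 79.1 ± 10.6 and 20.8 ± 3.00 TPM. Its log2 fold changes were 1.53 (standard error 0.30, adjusted p = 5.9e-04) at 3 h, 1.18 (standard error 0.30, adjusted p = 0.00547) at 6 h and 1.88 (standard error 0.30, adjusted p = 1.5e-04) at 12 h. The call at 6 h ends with a pseudocount of 5 (0.82), without +G6h replicate 2 (0.85) and without −G6h replicate 3 (0.96), and when only the 6 h libraries are fitted (adjusted p = 0.0742). The other ZEP isoforms were not called: TRINITY_DN1902_c0_g1 had log2 fold changes of −0.45, −0.55 and −0.09 and TRINITY_DN1385_c0_g1 of −0.23, −0.62 and 0.46 at 3, 6 and 12 h. VDE (TRINITY_DN6297_c0_g1), which runs the cycle the other way, was at 81.1 ± 7.66 TPM in +G3h and 112 ± 9.51 TPM in −G3h, with log2 fold changes of −0.46 (standard error 0.11, adjusted p = 0.00254), −0.28 and −0.05.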

Violaxanthin is the precursor of diadinoxanthin, diatoxanthin, and fucoxanthin, the major xanthophyll molecules in diatoms, and the diadinoxanthin–diatoxanthin cycle is an important short-term photoprotective mechanism [37]. However, the research on fucoxanthin biosynthesis in diatoms is still in its infancy, as the enzymes catalyze downstream conversions of violaxanthin has yet been identified in diatoms [38]. The structural studies on fucoxanthin and chlorophyll a/c binding proteins (FCPs) revealed that fucoxanthin-FCPs pigment-protein complex play both light-harvesting and photoprotection roles [23,24]. In *N. laevis*, 18 genes were annotated as putative genes encoding FCPs (Table S5), among which one gene was downregulated at 3 h, two genes were downregulated at 6 h and 12 h, while 1 gene was upregulated at 12 h.

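Together the 18 FCP unigenes, which carry the light-harvesting pigments, took 2.90% ± 0.538 of all TPM in −G3h, 2.14% ± 0.234 in −G6h and 1.52% ± 0.0700 in −G12h, and 2.65% ± 0.111 in +G3h, 1.83% ± 0.326 in +G6h and 2.12% ± 0.440 in +G12h (SD, n = 3). The 4 libraries that stand apart are extremes of their groups here: −G3h replicate 3 (3.52%), −G6h replicate 1 (2.38%) and +G12h replicate 2 (2.58%) are the highest and +G6h replicate 2 (1.46%) is the lowest. TRINITY_DN13151_c1_g1, the most abundant in the +G groups, was at 6629.7 ± 1098 TPM in +G12h and 4033 ± 187 TPM in −G12h, a log2 fold change of 0.70 (standard error 0.16, adjusted p = 0.00234). TRINITY_DN7726_c0_g2, the most abundant in the −G groups, was at 4650.4 ± 1323 TPM in +G12h and 4147 ± 85.8 TPM in −G12h and had log2 fold changes of −0.42, −0.77 and 0.13 at 3, 6 and 12 h (standard error 0.23 for each), none of them called. TRINITY_DN1415_c0_g1 fell at 3 h, from 166 ± 10.7 TPM in −G to 66.3 ± 1.62 TPM in +G (−1.31, standard error 0.10, adjusted p = 6.4e-08), and TRINITY_DN8193_c0_g1 fell at 6 h (−1.27, standard error 0.15, adjusted p = 9.3e-06) and 12 h (−1.20, standard error 0.15, adjusted p = 1.6e-05). TRINITY_DN6669_c0_g1 had −0.89 (standard error 0.16, adjusted p = 4.2e-04) and −0.94 (standard error 0.16, adjusted p = 2.6e-04) at these time points, a call only without +G6h replicate 2 (−1.01) or without −G12h replicate 3 (−1.10), and TRINITY_DN208_c0_g2 is called at 6 h without +G6h replicate 2 (−1.03) or without −G6h replicate 1 (−1.20). At 12 h TRINITY_DN5429_c0_g1 rose to 42.3 ± 4.34 TPM from 16.7 ± 0.780 TPM (1.28, standard error 0.12, adjusted p = 7.0e-07). TRINITY_DN12221_c0_g1 was called as well at 1.72 (standard error 0.60, adjusted p = 0.0332), but its 3 +G12h libraries scatter (4.61 ± 5.19 TPM) and it is 1.00 with an adjusted p of 0.181 without +G12h replicate 2; the call also ends without −G12h replicate 1 (adjusted p = 0.0990) or 3 (0.102), with a pseudocount of 0.1 (0.0576) or 5 (log2 fold change 0.71), after quantile normalization and when only the 12 h libraries are fitted (0.107). At 3 h TRINITY_DN1874_c0_g1, below 10 TPM, rose by 1.10 (standard error 0.23, adjusted p = 0.00122), which is 0.68 with a pseudocount of 5 and 0.84 without −G3h replicate 1. Of the 18, 1 rose and 1 fell at 3 h, 1 fell at 6 h, and 2 rose and 1 fell at 12 h, with the same counts adjusted over the list alone; 1 rose at 12 h with quantile normalization, and 3 did without +G12h replicate 3, where TRINITY_DN8761_c2_g1 had 1.05. At 6 h limma gave 2 higher and 8 lower at an unadjusted p under 0.05. This lean did not last: the median log2 fold change of the list was −0.23 at 6 h and 0.21 at 12 h. Camera's adjusted p was 0.358, 0.287 and 0.0872. FCP genes form a family of similar sequences, so reads may have been divided among them in the counting.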

### 2.5. Alterations to FA Metabolism during the Transition from Autotrophy to Mixotrophy

The first committing step of de novo fatty acid synthesis is the carboxylation of acetyl CoA to produce malonyl CoA catalyzed by acetyl-CoA carboxylase (ACC), which is a key enzyme in the de novo fatty acid synthesis [39,40]. The malonyl CoA is transferred to an acyl carrier protein (ACP) by the malonyl-CoA:acyl carrier protein transacylase (MAT) leading to the formation of malonyl-ACP for fatty acid synthesis. 

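MAT (TRINITY_DN4336_c0_g1), which loads malonyl groups onto the acyl carrier protein, was at 53.2 ± 6.28 TPM in +G3h and 31.6 ± 3.80 TPM in −G3h. Its log2 fold change of 0.74 (standard error 0.15, adjusted p = 9.1e-04) was below the minimum fold, as were those at 6 h (0.22, standard error 0.15, adjusted p = 0.276) and 12 h (0.03, standard error 0.15, adjusted p = 0.893). Another MAT unigene, TRINITY_DN14982_c0_g1, is listed at 0 in all libraries. Of the acetyl-CoA carboxylase genes, the abundant TRINITY_DN4912_c0_g1 was at 144 ± 19.6 TPM in +G3h and 107 ± 16.0 TPM in −G3h (0.43, standard error 0.12, adjusted p = 0.00925) and had −0.56 (standard error 0.12, adjusted p = 0.00182) at 6 h and −0.48 (standard error 0.12, adjusted p = 0.00499) at 12 h. TRINITY_DN9219_c0_g1 had 0.74 (standard error 0.14, adjusted p = 3.9e-04), 0.47 and 0.31 at the 3 time points, and no ACC gene was called at any of them, under any of the alternatives.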

In this study, the transcription level of neither ACP or MAT genes had significant change between +G and −G group in *N. laevis* (Figure 5).

The subsequent condensation reactions from malonyl-ACP to C16 and/or C18 fatty acids involves a set of fatty acid synthases including 3-ketoacyl-ACP synthase (KAS, fabF and fabH), 3-ketoacyl-ACP reductase (KAR, fabG), 3-hydroxyacyl-ACP dehydratase (HAD, fabZ), and enoyl-ACP reductase (ENR, fabI, and fabK) [39]. In *N. laevis*, the transcription level of these enzymes (fabF, fabH, fabG2, fabZ) were overall upregulated in +G group at 3 h (Figure 5). 

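fabF (TRINITY_DN478_c0_g1), one of the condensing enzymes, was at 62.9 ± 8.17 TPM in +G3h and 16.4 ± 2.16 TPM in −G3h, a log2 fold change of 1.87 (standard error 0.12, adjusted p = 4.4e-09). fabH (TRINITY_DN3898_c0_g1), which starts the chain, had 1.64 (standard error 0.15, adjusted p = 3.1e-07), and the dehydratase fabZ (TRINITY_DN7317_c0_g1) had 1.64 (standard error 0.11, adjusted p = 1.0e-08). The reductase fabG2 (TRINITY_DN8281_c0_g1) had the largest change, 3.36 (standard error 0.21, adjusted p = 3.7e-09). At 6 h fabF was at 0.84 (standard error 0.12, adjusted p = 4.4e-05) and fabH at 0.67 (standard error 0.15, adjusted p = 0.00249), not called (fabF is, at 1.04, with quantile normalization), and fabZ at 0.06 ± 0.11 (± standard error). fabG2 alone was still called there, at 2.66 (standard error 0.21, adjusted p = 1.1e-07). The enoyl-ACP reductases did not rise: fabI (TRINITY_DN3279_c0_g1) had −0.52 (standard error 0.14, adjusted p = 0.00801) and fabK (TRINITY_DN16835_c0_g1) −0.89 (standard error 0.11, adjusted p = 9.2e-06) at 3 h, and another fabI (TRINITY_DN3757_c0_g1) fell at 12 h (−1.51, standard error 0.18, adjusted p = 7.5e-06). Of the 13 tested genes of fatty acid biosynthesis, 4 rose and none fell at 3 h, 1 rose at 6 h and 1 fell at 12 h, with the same counts adjusted over the list alone; with median-of-ratios scaling fabG1 is a fall at 3 h. At 3 h limma gave 8 higher and 4 lower at an unadjusted p under 0.05. Camera's adjusted p was 0.115 at 3 h, 0.358 at 6 h and 0.716 at 12 h.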

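The 3-ketoacyl-ACP reductase is listed with 2 isoforms of very different abundance. FabG2 (TRINITY_DN8281_c0_g1) was at 549 ± 96.2 TPM in +G3h and 53.0 ± 11.8 TPM in −G3h, and FabG1 (TRINITY_DN7070_c0_g1) at 0.163 ± 0.0611 and 1.30 ± 0.629 TPM. The mean of FabG2 was 40.7 times that of FabG1 in −G3h and 3363 times in +G3h; the lowest of these ratios over the 6 groups was 17.5, in −G6h. FabG1 had a log2 fold change of −0.95 (standard error 0.24, adjusted p = 0.00378) at 3 h, just below the minimum fold, −0.97 (standard error 0.24, adjusted p = 0.00403) at 6 h and 0.76 (standard error 0.24, adjusted p = 0.0190) at 12 h. At so low a TPM the value depends on the pseudocount: with 0.1 it was −2.35 at 3 h and −2.29 at 6 h, both calls. It is also a call at 3 h with median-of-ratios scaling (−1.04), without −G3h replicate 1 (−1.10) or replicate 3 (−1.02), and at 6 h without +G6h replicate 1 (−1.01) or 3 (−1.04) or −G6h replicate 3 (−1.11).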

Despite the fact that FabG1 was downregulated, its transcript abundance was much lower than FabG2, indicating the FabG2 rather than FabG1 was the primary functional isoform catalyzing the conversion of 3-Ketoacyl ACP to 3-Hydroxyacyl ACP.

The de novo synthesized fatty acids in the form of acyl-ACP can be released as free fatty acids by an acyl-ACP thioesterase (FAT), and ligated to CoA via a long-chain acyl-CoA synthetase (LCAS). The fatty acids in the form of acyl-CoA can be further elongated or oxidated. In microalgae, isoforms of LCAS played different roles involving in TAG biosynthesis or in fatty acid β-oxidation [41]. 

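LCAS enzymes join free fatty acids to CoA, and 7 of the 8 listed unigenes were tested. TRINITY_DN5612_c0_g1 fell from 182 ± 12.5 TPM in −G3h to 28.8 ± 1.02 TPM in +G3h (log2 fold change −2.62, standard error 0.17, adjusted p = 8.5e-09) and TRINITY_DN560_c0_g1 from 113 ± 13.5 to 26.3 ± 2.48 TPM (−2.06, standard error 0.13, adjusted p = 7.1e-09). TRINITY_DN4814_c0_g1 and TRINITY_DN3362_c0_g2 fell by smaller amounts, −1.03 (standard error 0.08, adjusted p = 4.5e-08) and −1.01 (standard error 0.15, adjusted p = 6.4e-05). The calls of the last pair lie at the limit: with a pseudocount of 5 they were −0.99 and −0.86, and TRINITY_DN3362_c0_g2 was −0.92 without +G3h replicate 2 and −0.91 without −G3h replicate 1. At 6 h TRINITY_DN5612_c0_g1 (−1.18, standard error 0.17, adjusted p = 7.3e-05) and TRINITY_DN560_c0_g1 (−1.26, standard error 0.13, adjusted p = 3.2e-06) were called, the former not without −G6h replicate 2, where its fold is just under the limit, and TRINITY_DN4814_c0_g1, at −0.97 (standard error 0.08, adjusted p = 2.0e-07), is a call with quantile normalization (−1.06), without +G6h replicate 2 (−1.03) or without −G6h replicate 3 (−1.00). TRINITY_DN560_c0_g1 alone fell at 12 h (−1.57, standard error 0.13, adjusted p = 3.3e-07). The most abundant at 3 h, TRINITY_DN3931_c2_g1, was higher in +G below the minimum fold, at 279 ± 45.4 TPM in +G3h and 205 ± 31.8 TPM in −G3h (0.44, standard error 0.13, adjusted p = 0.0113).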

Among the eight putative LCAS genes in *N. laevis*, four genes were downregulated by glucose addition (Figure 5), in spite that their roles in lipid metabolism needed more detailed research in future. Fatty acids degradation involves a set of enzymes including LACS, acyl-CoA oxidase (AOX), enoyl-CoA hydratase (ECH), 3-hydroxyacyl-CoA dehydrogenase (HCD) and 3-ketoacyl-CoA thiolase (KATO). 

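The thiolase gene KATO (TRINITY_DN6060_c0_g1), which releases acetyl-CoA in the last step of β-oxidation, fell from 73.1 ± 2.03 TPM in −G3h to 10.8 ± 0.572 TPM in +G3h, a log2 fold change of −2.65 (standard error 0.13, adjusted p = 2.9e-10). The hydratase ECH (TRINITY_DN17225_c0_g1) had −1.85 (standard error 0.21, adjusted p = 2.8e-06) and the bifunctional ECH/HCD gene TRINITY_DN4922_c0_g1 had −1.49 (standard error 0.23, adjusted p = 7.9e-05). Another KATO gene, TRINITY_DN8063_c0_g1, had −1.04 (standard error 0.11, adjusted p = 8.9e-07), which is −0.96 and no call without −G3h replicate 3 or without the libraries that stand apart. KATO TRINITY_DN4904_c0_g1 was not called at 3 h, with 51.7, 52.0 and 56.8 TPM in the +G3h libraries and 44.8, 50.1 and 57.1 TPM in the −G3h libraries. The acyl-CoA oxidases were not called: TRINITY_DN1923_c0_g1 had 0.36 (standard error 0.12, adjusted p = 0.0237) and TRINITY_DN4131_c0_g1 −0.01 (standard error 0.11, adjusted p = 0.966) at 3 h. Later the falls were smaller. KATO TRINITY_DN6060_c0_g1 had −0.71 (standard error 0.13, adjusted p = 4.9e-04) at 6 h and 0.36 (standard error 0.13, adjusted p = 0.0372) at 12 h, and ECH −1.02 (standard error 0.21, adjusted p = 0.00121) at 6 h, a call that ends with a pseudocount of 5 (−0.94), with median-of-ratios scaling (−0.90) and without any one of +G6h replicates 1 (−0.95) and 3 (−0.94) and −G6h replicates 2 (−0.90) and 3 (−0.97). Of the 15 tested genes that Table S5 lists for fatty acid degradation, LCAS included, 8 fell, none rose and 7 did not pass at 3 h. Outside this list, the 4 upregulated genes that Table S3 puts under fatty acid degradation all rose at 3 h. The study chose those 4 on the same samples. At 6 h 3 fell and at 12 h 1 fell, with the same counts adjusted over the list alone. At an unadjusted p under 0.05, limma gave 3 higher and 10 lower genes at 3 h, 1 and 9 at 6 h, and 7 and 4 at 12 h. Camera gave the list an adjusted p of 0.00352 at 3 h (median log2 fold change −1.01), but an adjusted p of 0.394 with an estimated correlation. At 6 h it was 0.0872 (0.0153 without +G6h replicate 2, 0.493 with an estimated correlation) and at 12 h 0.492.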

Overall, the expression of these genes involved in FA degradation were strongly repressed upon glucose addition, indicative of attenuated degradation of fatty acids under mixotrophic condition.

Fatty acids are de novo synthesized in the stroma, then converted into very long chain polyunsaturated fatty acids at the endoplasmic reticulum (ER). 

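The elongase gene ELOVL TRINITY_DN5556_c0_g1 was at 11.2 ± 0.795 TPM in +G3h and 1.29 ± 0.452 TPM in −G3h, a log2 fold change of 2.43 (standard error 0.20, adjusted p = 1.1e-07) that is 1.37 with a pseudocount of 5. It remained called at 6 h (1.28, standard error 0.20, adjusted p = 1.6e-04) and 12 h (1.12, standard error 0.20, adjusted p = 4.6e-04), though not with that pseudocount (0.96 and 0.68). The more abundant ELOVL TRINITY_DN5955_c0_g1 was at 69.0 ± 1.03 TPM in +G3h and 31.1 ± 2.41 TPM in −G3h (1.13, standard error 0.09, adjusted p = 4.8e-08; 0.97 and no call with quantile normalization) and had −0.53 (standard error 0.09, adjusted p = 2.2e-04) at 12 h. KCS (TRINITY_DN3639_c0_g1), which adds the carbon units in elongation, rose 5.05-fold on the log2(TPM + 1) scale at 3 h, from 16.8 ± 4.14 TPM in −G to 89.0 ± 23.7 TPM in +G (log2 fold change 2.34, standard error 0.27, adjusted p = 3.2e-06). At 6 h it had 0.60 (standard error 0.27, adjusted p = 0.0864) and at 12 h 0.80 (standard error 0.27, adjusted p = 0.0263), a call there only without −G12h replicate 2 (1.04), and at 6 h only without the libraries that stand apart (1.04), a setting chosen after seeing the data. The other genes of the pathway did not pass: KCR (TRINITY_DN1686_c0_g1) was at 54.1 ± 1.08 and 53.1 ± 1.56 TPM at 3 h, and HACD (TRINITY_DN6194_c0_g1) and TER (TRINITY_DN8429_c0_g1) had log2 fold changes of −0.09 ± 0.13 and 0.04 ± 0.24 (± standard error). The remaining ELOVL unigene, TRINITY_DN6968_c0_g1, was not called either, at 28.47, 32.72 and 35.72 TPM in +G3h and 25.7, 26.63 and 29.75 TPM in −G3h. Of the 7 tested elongation genes, 3 rose at 3 h, 1 at 6 h and 1 at 12 h and none fell, with the same counts adjusted over the list alone; at 12 h 2 were higher and 2 lower at an unadjusted p under 0.05 from limma. Camera's adjusted p was 0.0872, 0.0872 and 0.738.

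**Figure D3:**
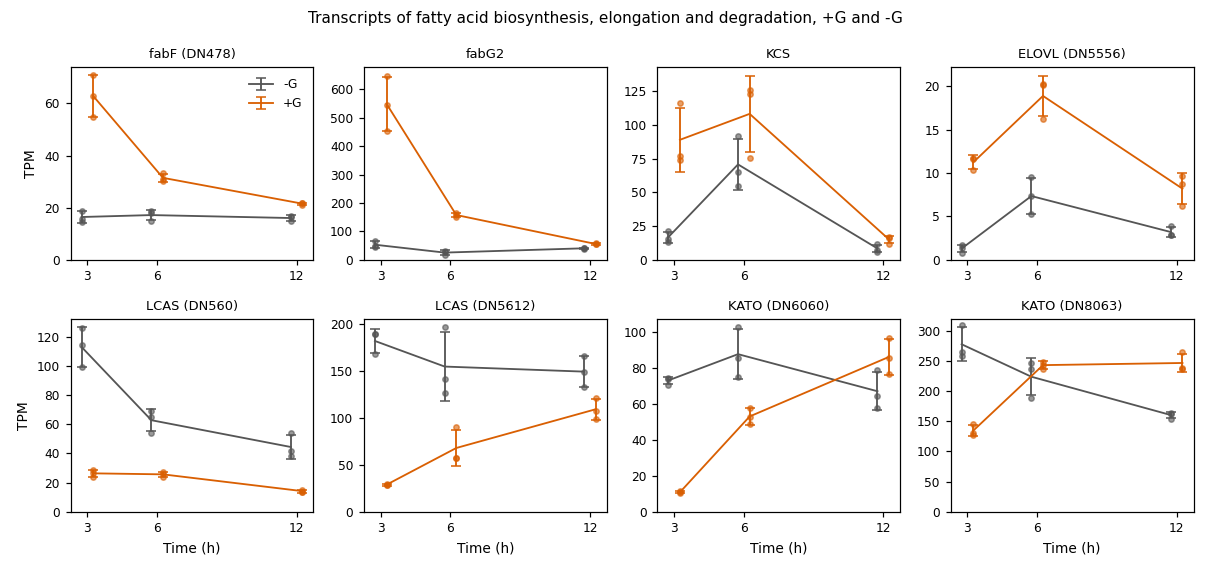
TPM of 8 genes of fatty acid metabolism (fabF, fabG2, KCS, ELOVL, a pair of LCAS genes and a pair of KATO genes) against hours after inoculation. Points are libraries, lines join group means and bars are SD (n = 3), with +G in orange and −G in grey; at 3 h fabF, fabG2, KCS and ELOVL lie higher and the LCAS and KATO genes lower in +G.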

In FA elongation pathway, the transcription of two isoforms of Elongation of Very Long Chain Fatty Acid Proteins (ELOVL) were dramatically increased (TRINITY_DN5556_c0_g1 and TRINITY_DN5955_c0_g1), and 3-ketoacyl-CoA synthase (KCS) was 4.6-fold upregulated under mixotrophic condition. These two enzymes were known as responsible for extending palmitoyl-CoA and stearoyl-CoA to very-long-chain acyl CoAs. These two upregulated genes might be crucial for EPA biosynthesis; therefore, they are the potential targets for gene engineering to enhance EPA production.

### 2.6. Weighted Gene Co-Expression Network Analysis (WGCNA)

To determine regulatory modules and the hub genes regulating the physiological responses related to glucose supplementation, we further carried out the WGCNA analysis using RNA-seq data of *N. laevis* (Figure 6). A total of 6 co-expressed gene modules were identified via hierarchical clustering based on gene transcript levels (Figure 6A). The correlation coefficients between group physiological traits and the identified gene modules were calculated to identify glucose regulatory modules (Figure 6B). The correlation efficient of the turquoise module and +G group is up to 0.65 with a *p*-value of 0.003, suggesting that the turquoise module was likely to be positively associated with glucose regulation. In contrary, the green module with a correlation efficient of −0.825 and a *p*-value of 2.51 × 10^−5^ was suggested likely to be negatively associated with glucose regulation. Therefore, the turquoise module and green module were choosing to carry out further analysis of hub genes, renamed as glucose-associated positive regulatory module (GPRM) and glucose-associated negative regulatory module (GNRM), respectively. 

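Module membership was not analysed here, so these values are for all unigenes and for the hub genes that the paper names. Averaged over the 3 time points, 491 unigenes were higher and 478 lower in +G than in −G (limma, log2 fold change of at least 1 in size, adjusted p under 0.05). Both of the named hub genes of GPRM, TRINITY_DN2078_c0_g1 and TRINITY_DN2784_c0_g1, had lower means in +G, with average log2 fold changes of −0.75 (standard error 0.10, adjusted p = 1.2e-05) and −0.79 (standard error 0.09, adjusted p = 2.8e-06). All 7 named hub genes of GNRM had higher means in +G, from 1.07 for TRINITY_DN4715_c0_g1 to 3.40 for TRINITY_DN4872_c0_g1. The paper picked the hubs on the same samples, so their directions are not independent evidence.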

The hierarchical cluster analysis of GPRM and GNRM showed that most genes in GPRM were strongly repressed upon glucose addition while most genes in GNRM were upregulated (Figure S4). Then, the hub genes analysis was performed, and 30 hub genes were identified from each module, respectively (Figure 6C,D). NR annotation showed that the function of most of these genes were unknown. In GPRM, there was one gene (TRINITY_DN2078_c0_g1) with high sequence homology to Cell Division Cycle 20-like protein 1 (CDC20) from Fistulifera solaris, and CDC20 is essential for the anaphase onset as a cofactor of the anaphase promoting complex/cyclosome (APC/C) controlling progression through mitosis and the G1 phase of the cell cycle [42,43]. Moreover, another gene (TRINITY_DN2784_c0_g1) from GPRM has the homology with a DUF111-domain-containing protein, which was likely associated to carbohydrate transport and metabolism [44]. 

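CDC20 was at 24.3 ± 2.74 TPM in +G12h and 50.6 ± 7.11 TPM in −G12h, a log2 fold change of −1.02 (standard error 0.18, adjusted p = 2.8e-04). At 3 h and 6 h it was −0.58 (standard error 0.18, adjusted p = 0.0135) and −0.64 (standard error 0.18, adjusted p = 0.00903), below the minimum fold. The call at 12 h lies at the limit and ends with a pseudocount of 5 (−0.92), median-of-ratios scaling (−0.93) or quantile normalization (−0.94), and without +G12h replicate 1 (−0.97), −G12h replicate 2 (−0.92) or +G12h replicate 3, where its fold is just under the limit. At every time point the 3 +G libraries lay below the 3 −G libraries.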

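The DUF111 gene was at 12.8 ± 3.40 TPM in +G6h and 26.3 ± 3.27 TPM in −G6h, a log2 fold change of −1.01 (standard error 0.16, adjusted p = 1.7e-04), and had −0.57 (standard error 0.16, adjusted p = 0.00959) at 3 h and −0.80 (standard error 0.16, adjusted p = 0.00115) at 12 h. The call at 6 h ends with a pseudocount of 5 (−0.83), median-of-ratios scaling (−0.90), quantile normalization (−0.94), without +G6h replicate 2 (−0.79), without −G6h replicate 1 (−0.92), and without the libraries that stand apart (−0.69, chosen after seeing the data).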

In GNRM, several genes were identified as hub genes with putative function, including an adenylosuccinate synthetase (ADSS, TRINITY_DN5258_c0_g1), acetaldehyde dehydrogenase (ALDH, TRINITY_DN9750_c0_g1), a thiamin diphosphate-binding protein (ThDP-BP, TRINITY_DN4715_c0_g1), a formate C-acetyltransferase (TRINITY_DN7137_c0_g1), a pyruvate dehydrogenase E1 component alpha subunit (TRINITY_DN7132_c0_g1), a Phosphoethanolamine n-methyltransferase (TRINITY_DN2972_c0_g1) and a delta12 desaturase (D12D, TRINITY_DN4872_c0_g1). Among these genes, ADSS is an enzyme that plays an important role in purine biosynthesis and ALDH catalyzes the conversion of acetaldehyde to acetyl-CoA. 

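The formate C-acetyltransferase gene was the most abundant of these, at 3928 ± 413 TPM in +G3h and 787 ± 11.1 TPM in −G3h, with log2 fold changes of 2.31 (standard error 0.16, adjusted p = 1.7e-08), 2.24 (standard error 0.16, adjusted p = 5.7e-08) and 2.01 (standard error 0.16, adjusted p = 2.0e-07) at 3, 6 and 12 h. ALDH reached 2395 ± 467 TPM in +G12h against 201 ± 64.7 TPM in −G12h (3.60, standard error 0.27, adjusted p = 8.7e-08). D12D was at 122 ± 11.6 TPM in +G3h and 5.00 ± 1.86 TPM in −G3h, a log2 fold change of 4.39 (standard error 0.28, adjusted p = 5.8e-09) that was still 2.55 (standard error 0.28, adjusted p = 4.3e-06) at 12 h. ADSS had 1.99 (standard error 0.17, adjusted p = 1.8e-07) at 3 h and 1.36 at 12 h, and the pyruvate dehydrogenase subunit, which feeds acetyl-CoA into the citric acid cycle, had 1.60 (standard error 0.19, adjusted p = 5.4e-06) and 1.43. The phosphoethanolamine N-methyltransferase, an enzyme of phosphatidylcholine synthesis, had 2.10 (standard error 0.12, adjusted p = 2.1e-09) and 1.32. ThDP-BP rose at 3 h (1.45, standard error 0.15, adjusted p = 1.5e-06) and was at 0.81 ± 0.15 and 0.96 ± 0.15 (± standard error) at 6 h and 12 h. At 12 h it is a call with median-of-ratios scaling (1.05) or quantile normalization (1.01) or without +G12h replicate 3 (1.01), and at 6 h without the libraries that stand apart (1.02), a setting chosen after seeing the data. The other 6 hub genes were called at 3, 6 and 12 h.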

Formate C-acetyltransferase catalyzes the reversible conversion of pyruvate and CoA into formate and acetyl-CoA, and is involved in the regulation of anaerobic glucose metabolism. The pyruvate dehydrogenase (PDH) complex is a mitochondrial multienzyme complex that catalyzes the overall conversion of pyruvate to acetyl-CoA and provides the primary link between glycolysis and the tricarboxylic acid (TCA) cycle. Phosphoethanolamine n-methyltransferase participates glycerophospholipid metabolism, and it is essential to phosphatidylcholine (PC) synthesis in Arabidopsis [45]. D12D is a key enzyme involved in the synthesis of omega-3 and omega-6 FAs, responsible for the conversion of oleic acid (OA, 18:1 n−9) to linoleic acid (LA) [46].

## 3. Materials and Methods

### 3.1. Algal Strain and Cultivation Conditions

The marine diatom *N. laevis* (UTEX 2047) was obtained from the Culture Collection of Algae at The University of Texas, USA. All cultures were grown in LDM medium in the 250-mL column (3-cm diameter) photoreactor with aeration of 1.5% CO_2_ enriched air. Continuous illumination at 40 μmol photons m^−2^ s^−1^ was applied. Cells were pre-cultivated photoautotrophically at 25 °C for 5 days. To induce trophic transition, cells from autotrophic cultures were inoculated into LDM medium with addition of 5 g/L glucose (+G) at the initial biomass concentration of ~0.4 g/L. Cultures under autotrophic condition were maintained as control (−G).

### 3.2. Lipids Analysis

For fatty acids (FAs) analysis, lyophilized algal cells were directly transesterificated with 1% (*v/v*) sulfuric acid in methanol and methylbenzene at 50 °C overnight, and analyzed using gas chromatography–mass spectrometry (GC–MS) equipped with a DB-WAX capillary column (30 m × 0.25 mm × 0.25 μm) (Agilent, Palo Alto, CA, USA). Helium was used as the carrier gas with the flow rate of 1.2 mL/min. Samples were injected in split mode (5:1 split ratio) at an oven temperature of 45 °C with an injection volume of 1 μL. The oven temperature was raised from to 45 °C 150 °C at 15 °C/min, then to 240 °C at 6 °C/min, and held at 240 °C for 8 min. Total lipids were quantified as the fatty acids contained in the total lipids, namely total fatty acids (TFA). EPA peaks were identified by the MS spectrum matching from database. Heptadecanoic acid (C17:0, Sigma-Aldrich, St. Louis, MO, USA) was used as the internal standard.

### 3.3. Polysaccharides Content Analysis

Microalgal cells were collected by centrifugation. Cells were homogenized by a tissue lyser at 30 Hz for 1 min. After homogenization, intracellular soluble polysaccharides were extracted in distilled water. Four times volume of ethanol was added for polysaccharides precipitation overnight. Then, the precipitates were collected and redissolved in distilled water for soluble polysaccharides analysis. The glucose was used as standard to draw a standard curve. One milliliter of 6% phenol and 5 mL of concentrated sulfuric acid were added to each tube. After mixing and reaction for 10 min at room temperature, samples were cooled to room temperature and measure the absorbance at 490 nm wavelength.

### 3.4. Pigments in Photosynthesis Complexes

Pigments were extracted from fresh algal cells using methanol. By measuring the absorbance, respectively, at 664 nm and 630 nm with a spectrophotometer (NanoDrop Technologies, Wilmington, Delaware, USA), chlorophyll concentration was calculated with the following equation [47]:

Chl *a* = 13.2654 × A664 − 2.6839 × A630 (1)

Chl *c* = 28.8191 × A630 − 6.0138 × A664 (2)

Identification and quantification of fucoxanthin were performed on ACQUITY Ultra Performance LC H-Class coupled in-line to a Xevo TQ-XS triple quadrupole mass spectrometer with a ESI probe (Waters, Milford, Massachusetts, USA). Samples were injected on a ACQUITY UPLC HSS T3 column (2.1 mm × 100 mm, 1.8 μm, Waters), and the eluents were acetonitrile (A), methanol (B) and demineralized water contained 0.1% (*v/v*) formic acid (C). The gradient was initiated from 58% A, 27% B, and 15% C, then transiently to 92%A and 8% C at 4 min, and finally reverted to its initial composition at 8 min followed by an equilibration phase of 2 min. The flow rate was at 350 μL/min. Nitrogen was used as desolvation gas (800 L/h at 400 °C). The spray capillary voltage was 3 kV for the positive ion mode. Multiple reaction monitoring (MRM) scanning mode was used for mass spectrometry detection. The standards of fucoxanthin were purchased from Sigma (St. Louis, MO, USA).

### 3.5. Transcriptomics Analysis

RNA sequencing (RNA-seq) experiment was performed on 18 samples collected at 3 h, 6 h, and 12 h after inoculation in treated medium with glucose addition (+G) and control group (−G), respectively. Total RNA was extracted using the plant RNA extraction kit (TaKaRa, Tokyo, Japan), and contaminating DNA was removed with RNase-free DNase I. The assessment of RNA concentration and quality was performed by Nano-Drop (ND1000 UV–Vis spectrophotometer; NanoDrop Technologies, Wilmington, Delaware, USA) and Agilent 2100 Bio analyzer (Agilent Technologies, Inc., Palo Alto, CA, USA). After purification, poly-A containing mRNA molecules were fragmented and reverse-transcribed into cDNA, then adaptor sequences were ligated to cDNA molecules. The products were purified and enriched with PCR amplification. The PCR yield was quantified by QuantiFluor^®^ dsDNA System, and samples were pooled together to form the final library. The pooled samples were subjected to cluster generation and sequenced using an Illumina HiSeq. Raw reads were trimmed and clipped with SeqPrep (https://github.com/jstjohn/SeqPrep, accessed on 20 January 2021) and Sickle (https://github.com/najoshi/sickle, accessed on 20 January 2021) software by filtering the low-quality reads, reads with adaptors and reads with unknown bases (N bases more than 5%) to get clean reads. The RNA-seq data were deposited in the Gene Expression Omnibus under accession number GSE168959.

De novo transcriptome assembly was performed with Trinity software (Version v2.8.5, https://github.com/trinityrnaseq/trinityrnaseq, accessed on 20 January 2021). The assembled transcriptome sequences were annotated using major databases (Non-Redundant Protein Sequence Database (NR), Swiss-Prot, Pfam protein family database, Clusters of Orthologous Groups (COG), Gene Ontology database (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG)), and statistics on its annotations were carried out in each database. RSEM software was used to calculate gene expression levels from RNA-seq data, and the expression profiles for all genes were normalized with the standardized transcript abundance measure “transcripts per million” (TPM) [48]. R studio (Version 4.0.2., Lucent Technologies Inc. (formerly AT&T Bell Laboratories), Murray Hill, NJ, USA) software was used to perform statistics: Pearson correlation between all samples was calculated using cor function, and PCA analysis was performed with all samples using princomp function. Finally, differential expressed genes (DEGs) were identified between samples and clustered with DEseq2 (Version 1.24.0, http://bioconductor.org/packages/stats/bioc/DESeq2/, accessed on 16 March 2021) software using the parameters as |log_2_FC| (Fold Change) ≥ 1.00 and adjusted *p* value (padj) < 0.05.

### 3.6. Weighted Gene Co-Expression Network (WGCNA)

For investigating correlations between genes and glucose-induced trophic transition, a global weighted gene co-expression network (WGCNA) were constructed as follows (https://horvath.genetics.ucla.edu/html/CoexpressionNetwork/Rpackages/WGCNA/, accessed on 16 March 2021): (1) genes and samples were first filtered by the variation efficient and hierarchical clustering analysis; (2) co-expressed gene modules were identified from the network using the function blockwise Modules; (3) modules with higher Pearson correlation coefficient were selected to perform the hub gene analysis.

### 3.7. Metabolomics Analysis

The cells were collected by centrifugation and quenched rapidly with liquid nitrogen. Cells were homogenized by a tissue lyser at 30 Hz for 1 min, and the adapter set of the tissue lyser was pre-chilled at −80 °C overnight before use. The metabolites were extracted by pre-chilled methanol: acetonitrile: H_2_O (2:1:1, *v/v/v*) after homogenized using a tissue lyser. The supernatant was collected and vacuum-dried using Centri Vap benchtop vacuum concentrator and re-suspended in methanol: H_2_O (1:9, *v/v*). Twenty microliters of each sample was taken and mixed into a quality control (QC) sample for evaluation of reproducibility and stability of the analysis.

Metabolomics analysis was performed with an UPLC (waters, USA) in-line with Q Exactive mass spectrometer (Thermo Fisher Scientific, Waltham, MA, USA) equipping with a BEH C18 column (1.7 μm, 2.1 mm × 100 mm, Waters, USA). The eluents were H_2_O containing 0.1% (*v/v*) formic acid (A) and methanol containing 0.1% (*v/v*) formic acid (B) for positive ion mode (ESI+), and H_2_O containing 10 mM ammonium formate (A) and 95% methanol containing 10 mM ammonium formate (B) for negative ion mode (ESI-). The linear gradient was as follow: 0–1 min, 98% A; 1–9 min, 98% A to 2% A; 9–12 min, 2% A; 12–12.1 min, 2% A to 98% A and maintained until 15 min. The flow rate was at 350 μL/min, and injection volume was 5 μL. MS data was recorded over the m/z range 70–1050. The flow rate of sheath gas was 40, and aux gas flow rate was 10. The spray voltage was 3.8 kV for positive ion mode and 3.2 kV for negative ion mode. The capillary temperature was 320 °C and the aux gas heater temperature was 350 °C. Data reprocessing was performed with Compound Discoverer 3.0 (Thermo Fisher Scientific, USA) and MetaX (http://metax.genomics.cn, accessed on 16 March 2021) [49].

### 3.8. Statistical Analysis

All the experiments were conducted in at least three biological replicates. Experimental results were expressed as mean value ± SD. The statistical significance of the results was tested by *t* test.

## 4. Conclusions

In conclusion, glucose addition affected the biochemical composition of *N. laevis*. The fucoxanthin and chlorophyll contents were significantly decreased, while EPA was increased. Transcriptomic and metabolomic analysis suggested that the impact of glucose-induced trophic transition include upregulation of enzymes associated with the pyruvate metabolism, amino acid biosynthesis, and fatty acid elongation. ELOVL and KCS are likely the main contributors to EPA accumulation, and the downregulation of PDS and ZISO is likely to be responsible for the decrease of fucoxanthin content. Moreover, hub genes were identified from two glucose regulatory gene module, GPRM and GNRM respectively, and their functions were associated with cell cycle, carbohydrate metabolism, purine biosynthesis, and lipid metabolism.

## Figures and Tables

**Figure 1:**
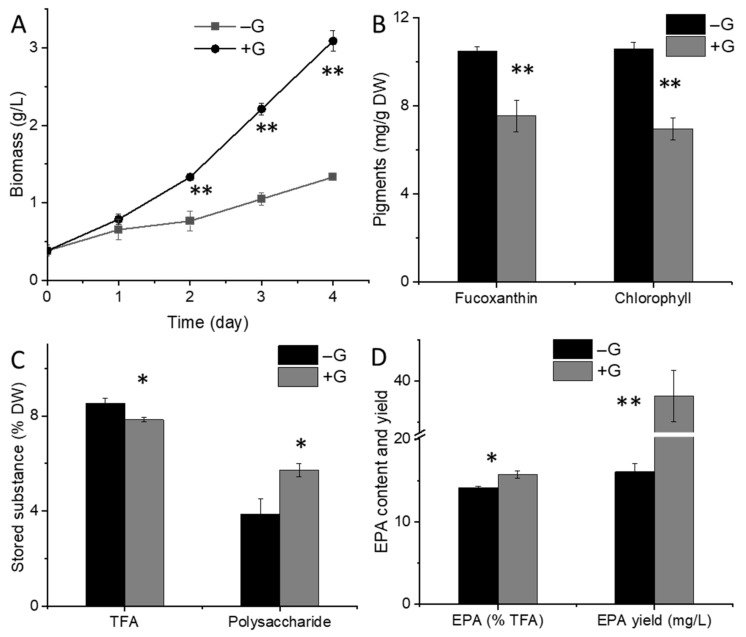
Physiological changes in *N. laevis* after glucose addition. (**A**) Biomass growth, (**B**) fuco-xanthin and total chlorophyll content, (**C**) total fatty acids (TFA) and intracellular soluble polysaccharides content, and (**D**) eicosapentaenoic acid (EPA) content and yield after 4-days culture. * indicates *p* < 0.05, and ** indicates *p* < 0.01. +G, with glucose addition; −G, without glucose addition.

**Figure 2:**
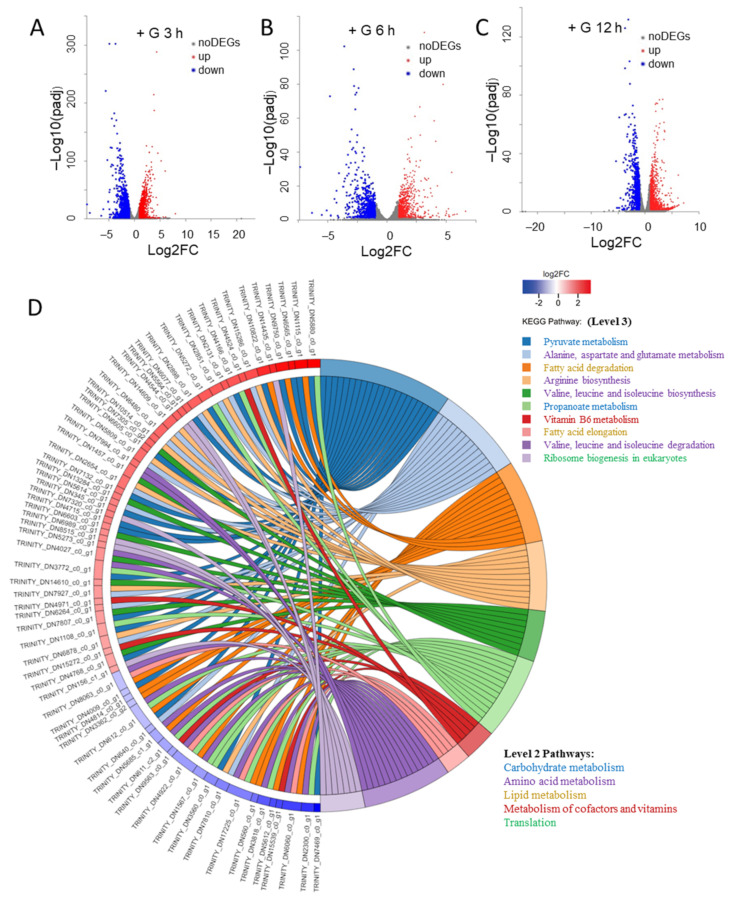
Differentially expressed genes (DEGs) overview during the transition from autotrophy to mixotrophy. (**A**) The volcano plots of DEGs at 3 h. (**B**) The volcano plots of DEGs at 6 h. (**C**) The volcano plots of DEGs at 12 h. (**D**) KEGG pathways enrichment for the DEGs in the +G3h group. DEGs, differential expressed genes; FC, fold change.

**Figure 3:**
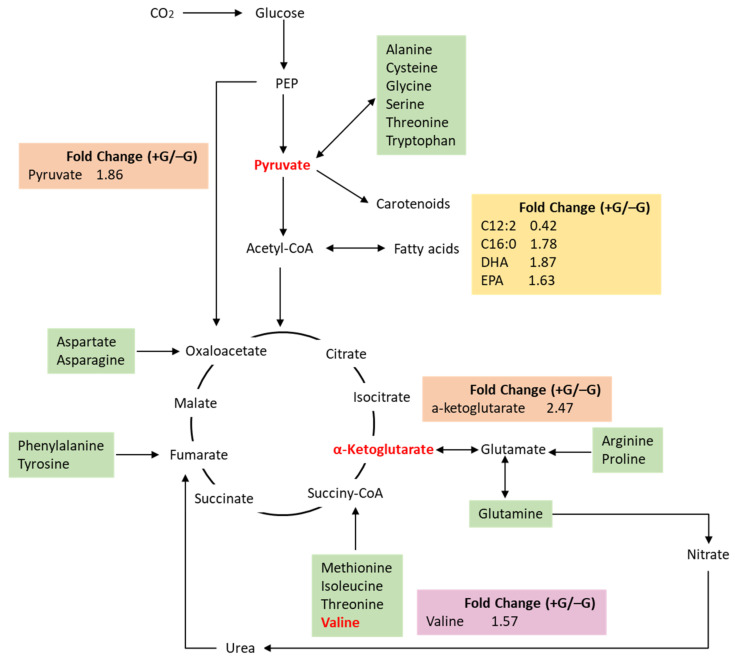
Brief overview of amino acid and central carbon metabolism based on metabolomic analysis. The red color of words indicates the content of the metabolite was increased under glucose addition.

**Figure 4:**
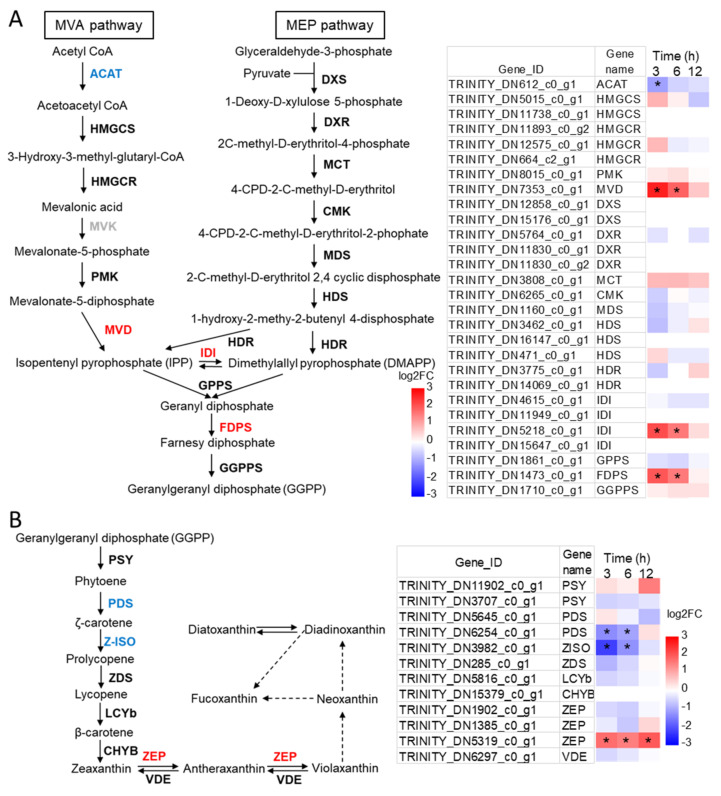
Expression patterns of genes in the carotenoid biosynthesis pathway. (**A**) Terpenoid backbone biosynthesis, (**B**) Carotenoid biosynthesis. ACAT, acetyl-CoA C-acetyltransferase; HMGCS, hydroxymethylglutaryl-CoA synthase; HMGCR, hydroxymethylglutaryl-CoA reductase; PMK, phosphomevalonate kinase; MVD, diphosphomevalonate decarboxylase; DXS, 1-deoxy-D-xylulose-5-phosphate synthase; DXR, 1-deoxy-D-xylulose-5-phosphate reductoisomerase; MCT, 2-C-methyl-D-erythritol 4-phosphate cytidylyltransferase; CMK, 4-diphosphocytidyl-2-C-methyl-D-erythritol kinase; MDS, 2-C-methyl-D-erythritol 2,4-cyclodiphosphate synthase; HDS, (E)-4-hydroxy-3-methylbut-2-enyl-diphosphate synthase; HDR, 4-hydroxy-3-methylbut-2-enoyl diphosphate reductase; IDI, isopentenyl-diphosphate Delta-isomerase; FDPS, farnesyl diphosphate synthase; GGPPS, geranylgeranyl diphosphate synthase; GPPS, geranyl diphosphate synthase; ZDS, zeta-carotene desaturase; PSY, phytoene synthase; PDS, phytoene desaturase; LCYb, lycopene beta-cyclase; ZEP, zeaxanthin epoxidase; VDE, violaxanthin de-epoxidase; ZISO, zeta-carotene isomerase; CHYB, beta-carotene 3-hydroxylase. * indicates the expression level in +G group was significantly differential compared with control group (|log_2_FC (Fold change)| ≥ 1.00 and padj < 0.05). The red color of genes indicates upregulation and blue color indicates downregulation.

**Figure 5:**
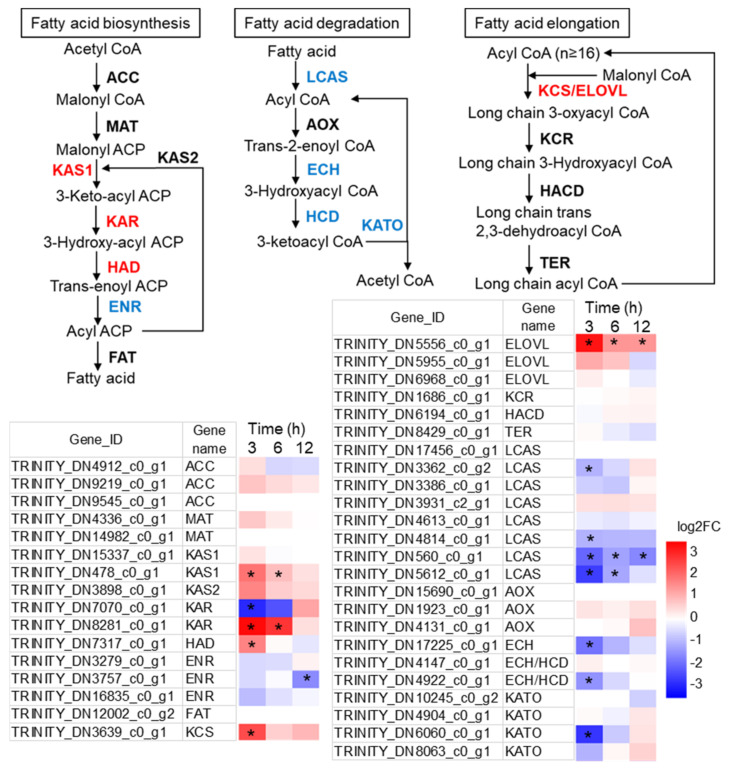
Expression patterns of genes involved in fatty acid metabolism. ACC, acetyl-CoA carboxylase; ACP, acyl carrier protein; MAT, malonyl-CoA:acyl carrier protein transacylase; KAS, 3-ketoacyl-ACP synthase; KAR, 3-ketoacyl-ACP reductase; HAD, 3-hydroxyacyl-ACP dehydratase; ENR, enoyl-ACP reductase; FAT, acyl-ACP thioesterase; LCAS, long-chain acyl-CoA synthetase; AOX, acyl-CoA oxidase; ECH, enoyl-CoA hydratase; HCD, 3-hydroxyacyl-CoA dehydrogenase; KATO, 3-ketoacyl-CoA thiolase; ELOVL, elongation of very long chain fatty acids protein; KCS, 3-ketoacyl-CoA synthase; KCR, very-long-chain 3-ketoacyl-CoA reductase; HACD, very-long-chain-3-hydroxyacyl-CoA dehydratase; TER, very-long-chain enoyl-CoA reductase. * indicates the expression level in +G group was significantly differential compared with control group (|log_2_FC| ≥ 1.00 and padj < 0.05). The red color of genes indicates upregulation and blue color indicates downregulation.

**Figure 6:**
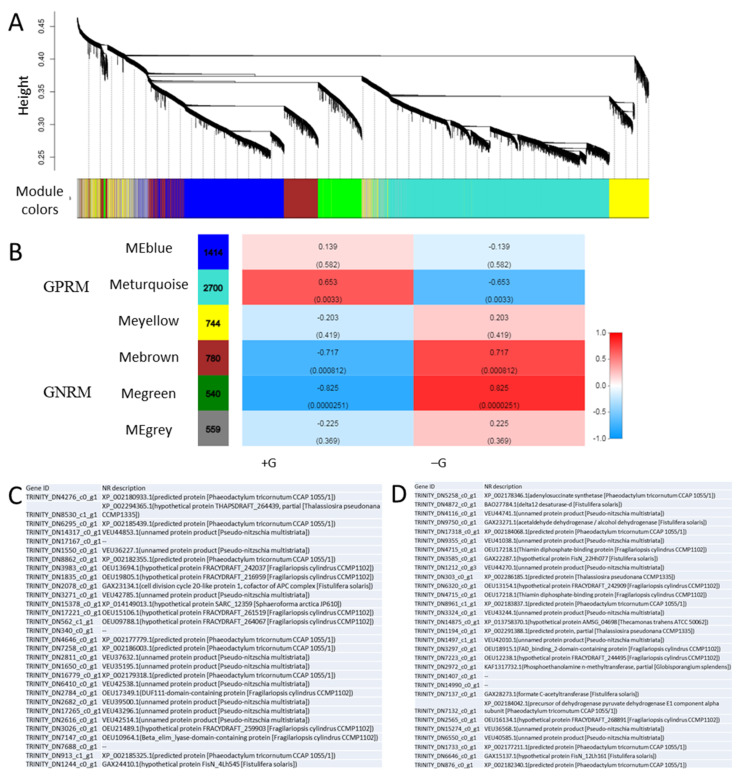
Weighted gene co-expression network analysis (WGCNA) in *N. laevis*. (**A**) Gene dendrogram and module colors based on gene transcript levels. (**B**) Correlation between modules and group traits (+G or −G). (**C**) Hub genes identified from glucose-associated positive regulatory module (GPRM). (**D**) Hub genes identified from glucose-associated negative regulatory module (GNRM).

## Data Availability

Not applicable.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/md19080426/s1, Figure S1: Transcriptome analysis overview during the transition from autotrophy to mixotrophy. (A) Principal component analysis (PCA) (B) The box plot of the gene expression level (C) Sequence similarity annotation in NR (Non-Redundant Protein Sequence) database. Figure S2: Hierarchical cluster and KEGG classification of most up-regulated and down-regulated differential expressed genes (DEGs) at 3 h. (A) hierarchical cluster analysis of the top 100 most up-regulated DEGs (B) Hierarchical cluster analysis of the top 100 most down-regulated DEGs (C) KEGG classification of the top 100 most up-regulated DEGs (D) KEGG classification of the top 100 most down-regulated. Figure S3: Metabolome analysis overview during the transition from autotrophy to mixotrophy. (A) The volcano plots of metabolites under positive ion mode (ESI+) (B) The volcano plots of metabolites under negative ion mode (ESI-) (C) KEGG classification of all metabolites. Figure S4: The hierarchical cluster analysis of glucose-associated positive regulatory module (GPRM) (A) and glucose-associated negative regulatory module (GNRM) (B). Table S1: The gene expression levels of all unigenes. Table S2: The Pearson correlation coefficients for all gene expression levels. Table S3: KEGG pathway classification of most up-regulated and down-regulated DEGs. Table S4: All peaks of Metabolomics identified and quantified. Table S5 Genes related in carotenoids biosynthesis and fatty acids metabolism.

How the deposited data were processed for this re-analysis (not part of the article)

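The data are RNA-seq values of 18 samples of the diatom N. laevis, with 3 biological replicates in each of the 6 groups. The cultures grew with glucose (+G) or without it (−G) and were collected 3, 6 and 12 h after inoculation. The replicates were taken as separate cultures, because the paper states that all experiments were conducted in biological replicates. Whether a culture was sampled at several time points is not stated, and all 18 libraries were treated as independent. Groups and replicate numbers were taken from the sample labels and the paper.

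The deposited values are TPM, relative transcript amounts, per unigene and library, and the authors made them from trimmed reads (SeqPrep and Sickle), a de novo assembly of all samples with Trinity (version 2.8.5) and quantification with RSEM (version not given in the sources used here). No genome was used, no replicates were pooled, and the values are rounded to hundredths. For their own differential expression, the authors used DESeq2, and the text of the paper does not name the values given to it. TPM sums to one fixed total in every library, so the number of reads behind a value is not kept. The depth of each library is therefore unknown, no confidence interval or detection floor was computed, and a value of 0 is described only as listed at 0.

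The table holds 16650 unigenes, of which 470 are at 0 in all libraries. Unigenes with a TPM of at least 1 in at least 3 of the 18 libraries were tested, which kept 13038. log2(TPM + 1) was fitted with limma (version 3.58.1, R 4.3.3), with one mean per group and an empirical Bayes trend, so that all 6 groups share one estimate of the spread. Every adjusted p of a gene comes from limma, two-sided, with Benjamini-Hochberg adjustment over the 13038 unigenes. A gene was called when its log2 fold change was at least 1 in size and its adjusted p was under 0.05, the limits of the paper. The added 1 TPM understates the change of genes with low TPM. The comparisons were +G against −G at 3, 6 and 12 h, their average, the difference between the responses at 12 h and 3 h, and 12 h against 3 h in −G.

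Gene lists were taken from Table S5 (MVA pathway, MEP pathway, prenyl diphosphate synthesis, these joined as terpenoid backbone, other terpenoid genes, carotenoid biosynthesis, fatty acid biosynthesis, fatty acid elongation, fatty acid degradation, other fatty acid degradation genes and FCP genes) and Table S3. The 11 lists of Table S5 were compared with all other unigenes by limma's camera with a preset correlation between genes of 0.01, and its p was adjusted over the 33 tests of lists and time points. One of these, fatty acid degradation at 3 h, passed, and none did with a correlation estimated from the data. The median, the mean and the direction of the test differ in sign for some lists whose values lie near 0: the terpenoid backbone at 6 h (median −0.003, mean 0.26) and 12 h (−0.04 and 0.04), the MEP pathway at 6 h (−0.02 and 0.03) and 12 h (−0.04 and 0.10), carotenoid biosynthesis at 12 h (−0.05 and 0.12), fatty acid degradation at 12 h (0.14 and −0.00) and the other fatty acid degradation genes at 12 h (0.15 and −0.04). With median-of-ratios scaling these medians were 0.11 and 0.05 for the terpenoid backbone, 0.09 and 0.05 for the MEP pathway and 0.04 for carotenoid biosynthesis. The values printed in Table S5 were known when its lists were chosen, and the genes of Table S3 were chosen by the study on these samples.

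The genes named in the text follow one rule, set before the deposited values were examined but with the values printed in the tables of the paper known. It takes every gene the paper names, every gene of Tables S3 and S5, and the 2 unigenes with the largest rise and the 2 with the largest fall at 3 h among called unigenes with a mean of at least 10 TPM in the higher group and no overlap between the libraries of the groups. These are 163 genes, of which 144 were tested. One of them is not reported here. Lists are described by counts, with the members the paper names or else the members with the largest change among those called. No markers of other cell types were used, since the samples are cultures of a single diatom strain. The samples, the comparisons and the first set of alternatives were also fixed before the data were examined.

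Correlations between libraries are Pearson coefficients of TPM, and principal components were computed on log2(TPM + 1). The deviations of the libraries from their group means were decomposed in the same way, against 100 shuffles. Figures were drawn with matplotlib (version 3.10.9, Python 3.11.15). The fit was tested on simulated data made from the mean and the spread of each kept unigene, of which 12576 passed the filter again. At 3 h, 188 of 200 changed unigenes were recovered with 5 false calls, and there were none at 6 h and 12 h. By the log2 change put in, 87.5% were recovered at 1.5, 95% at 2, 97.5% at 3, 97.5% at −1.5 and 92.5% at −2. The noise was drawn for each unigene independently, without the common axis of deviations. Changes were put only into unigenes with a mean log2(TPM + 1) above 2. These rates therefore do not cover genes with low TPM, changes near the minimum fold or deviations shared between unigenes.

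The alternatives were pseudocounts of 0.1 and 5, no filter, a filter of at least 5 TPM, median-of-ratios scaling, quantile normalization, a fit of only the groups compared, the replicate number as a block, no trend, no minimum fold, each library left out in turn, a correlation between the genes of a list estimated from the data, log2 and Spearman correlations, and principal components without a filter, without a log or with a pseudocount of 0.1. The score of each library on the axis of deviations as a covariate, and a fit without the 4 libraries with a score of at least 25 in size, were added after seeing the data. Pathway enrichment, the coexpression network, photosynthesis, growth, lipids and metabolites were not analysed here, because the values used hold no pathway annotation beyond the paper's tables and none of those measurements.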

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

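The test without the libraries that stand apart, the comparisons of the axis of deviations with the glucose effects at 6 h and 12 h and with the changes through 6 h, and the counting of each exchange of samples together with its mirror image were chosen only after the results they bear on had been seen.

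The response to glucose turned round between 3 h and 12 h for 10 of the named genes, counted where limma called the difference between the responses and the effects at 3 h and 12 h had opposite signs, each at an adjusted p under 0.05. Other genes with opposite signs and a called difference are left out by the last condition, such as PDS TRINITY_DN6254_c0_g1 (adjusted p = 0.109 at 12 h) and LCAS TRINITY_DN3362_c0_g2 (0.0515). The 10 hold genes of fatty acid degradation, fatty acid synthesis and the terpenoid pathway, and none of these turns is described in the paper. The thiolase gene KATO (TRINITY_DN6060_c0_g1) had log2 fold changes of −2.65 at 3 h and 0.36 at 12 h, a difference of 3.01 (standard error 0.18, adjusted p = 4.2e-08). Another KATO gene, TRINITY_DN8063_c0_g1, went from −1.04 to 0.62, by 1.66 (standard error 0.15, adjusted p = 1.3e-06). KATO TRINITY_DN4904_c0_g1 is not among the 10. TRINITY_DN6565_c0_g1, which Table S3 lists under fatty acid degradation, went the other way, from 2.87 to −0.57, by −3.44 (standard error 0.24, adjusted p = 1.3e-07). In fatty acid synthesis, fabZ (TRINITY_DN7317_c0_g1) went from 1.64 to −0.32, by −1.96 (standard error 0.16, adjusted p = 3.7e-07), and the elongase gene ELOVL (TRINITY_DN5955_c0_g1) from 1.13 to −0.53, by −1.66 (standard error 0.12, adjusted p = 2.6e-07). fabG1 (TRINITY_DN7070_c0_g1), near 1 TPM, went from −0.95 to 0.76, by 1.71 (standard error 0.33, adjusted p = 0.00107), which is 3.44 with a pseudocount of 0.1 and 0.61 with one of 5, too small for a call. HMGCS (TRINITY_DN5015_c0_g1) of the MVA pathway went from 0.85 to −0.64, by −1.49 (standard error 0.21, adjusted p = 7.6e-05). In the MEP pathway HDS (TRINITY_DN3462_c0_g1) went from −0.74 to 0.33, by 1.07 (standard error 0.15, adjusted p = 6.1e-05), and HDR (TRINITY_DN3775_c0_g1) from −0.61 to 0.54, by 1.15 (standard error 0.22, adjusted p = 7.7e-04). The PDS unigene TRINITY_DN5645_c0_g1 went from 0.28 to −0.75, by −1.03 (standard error 0.15, adjusted p = 7.0e-05), a call that ends with a pseudocount of 5 (−0.85), median-of-ratios scaling (−0.93), quantile normalization (−0.85), and without +G12h replicate 1 (−0.98), −G3h replicate 1 (−0.97), −G3h replicate 2 (−0.99) or −G12h replicate 2 (−0.97).

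Over all unigenes, this difference between the responses was called for 2030. Among 100 exchanges of 3 h and 12 h libraries within each medium, 4 gave as many calls as the real grouping, itself included, a share of 0.04. A first draw, which counted mirror images apart, gave 5 of 100, a share of 0.05. The limit was set at 0.05 and the verdict changed with a correction made after the first result was seen, so chance is not clearly excluded for this count. The shares also do not measure chance alone. The highest of the other groupings, with 3945 calls, exchanges all 3 −G pairs and no +G pair. The next exchange 2 −G pairs and no +G pair (2089 calls), and 1 −G pair and 3 +G pairs (2060 calls). Such uneven exchanges put the changes with time themselves, a structure of the samples, into the difference. The median of the other groupings was 0 calls, but these exchanges cannot decide for or against chance.

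Several genes that the paper lists or that lie among the strongest changes, but that it does not discuss, were called. At 3 h, TRINITY_DN521_c0_g1 had a log2 fold change of −6.10 and TRINITY_DN3850_c0_g1 one of 4.77; neither has a name in the tables used here. GCDH (TRINITY_DN14332_c0_g1), glutaryl-CoA dehydrogenase, had −2.23 and ECI1 (TRINITY_DN5231_c0_g1), an enoyl-CoA isomerase, −1.43 at 3 h. uppS (TRINITY_DN2187_c0_g1), undecaprenyl diphosphate synthase, had 1.56 at 3 h (1.03 with a pseudocount of 5). PCME (TRINITY_DN1668_c0_g1), prenylcysteine methylesterase, had −1.38 at 6 h, which was −0.85 and no call without the libraries that stand apart. At 12 h ACADSB (TRINITY_DN5685_c1_g1), an acyl-CoA dehydrogenase of short branched chains, had −1.57 and ADH5 (TRINITY_DN3501_c0_g1), an alcohol dehydrogenase, 1.09, the latter no call with a pseudocount of 5 (0.80).

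Replicates of one group deviated along a common axis, which held 28.5% of the variance of the deviations over 13038 unigenes, against at most 11.8% in 100 shuffles. The shuffles were drawn for each unigene alone and break every correlation between unigenes. They therefore show that unigenes deviated together, but not whether the cultures differed at random. A few abundant unigenes taking a varying part of the TPM would lose this axis under median-of-ratios scaling, where it still held 26.8% (at most 10.4% in shuffles). Sampling noise of unigenes with low TPM would leave none among the 7897 unigenes with a mean of at least 10 TPM, where it held 51.0% (at most 13.9%). Cultures that had moved to different extents along the response to glucose would give loadings that follow it, but the correlation across unigenes was 0.0628, −0.0272 and 0.0875 with the glucose effects at 3, 6 and 12 h. For movement along time nothing is decided: the bound set before the test used only the change of the control from 3 h to 12 h (−0.0864, 0.0864 in size) and passed over 6 h, and with the changes from 3 h to 6 h and from 6 h to 12 h the correlations were 0.213 and −0.328 in −G (0.328 in size) and 0.125 and −0.161 in +G, or 0.164 and −0.259 in −G and 0.0460 and −0.130 in +G with the axis taken from the other medium. RNA quality, library preparation and differences between the cultures were not tested and stay open.

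In the −G cultures, 1323 unigenes rose and 199 fell between 3 h and 12 h, so that rises made up 86.9% of the calls. Library scaling could account for part of this, since the share was 70.7% under median-of-ratios scaling, between the bounds set before the test, and how much is scaling and how much a change of the cells with time cannot be told apart. With the score on the axis of deviations as a covariate the share was 86.9%, but that test decides nothing, because the score is by construction independent of the group means (the largest change of a control log2 fold change was 1.8e-15). Of the 4 libraries that stand apart on this axis only −G3h replicate 3 belongs to the groups compared, and the others enter through the shared spread alone; without the 4 the share was 87.2%, which argues against −G3h replicate 3 as the source of the imbalance. The real grouping gave 1522 calls and the highest of the other groupings 0, the real one alone (1 of 10) being as large, and 10 groupings are too few for a share under 0.05.

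For the effect of glucose averaged over the time points, 1 of 100 groupings, the real one, gave 969 calls and the highest of the others 232. This excludes chance at the limit of 0.05 only if all 18 libraries came from separate cultures, which the paper does not state. Libraries were exchanged within each time point alone, so with cultures sampled at several time points these groupings cannot exclude chance. At 3, 6 and 12 h the real grouping gave 1814, 1363 and 1420 calls and the highest of the others 1, 1 and 2; with 1 of 10 groupings as large in each case, the groupings are too few for a share under 0.05.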

How the results depend on the processing

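The axis score as a covariate and the fit without the 4 libraries that stand apart were chosen after seeing the data; the cause of the changes below was not tested unless named. No direction of a called result was reversed under any alternative. A sign change is counted as a reversal only where one of the values has an adjusted p under 0.05; near 0, signs changed in 113 settings of 48 gene results set before the data were examined (lowest adjusted p 0.401, largest size 0.48) and in 23 of those added (0.135 and 0.25), and in 3 list tests: the MEP pathway at 6 h without −G6h replicate 1 (adjusted p = 0.958) and without the libraries that stand apart (0.814), and the other fatty acid degradation genes at 12 h without +G12h replicate 1 (0.927). For the named genes, 442 results with 166 calls gave 6671 values under the alternatives, of which 6559 stayed on their side of the limits, 74 lost and 38 gained a call; 29 called results lost it in at least one setting. Of the 884 values of the added settings, 868 stayed, 6 lost and 10 gained a call.

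With a pseudocount of 5, which shrinks changes of low TPM by construction, the rises and falls were 576 and 479 at 3 h, 324 and 408 at 6 h, 341 and 403 at 12 h, 247 and 257 on average, 484 and 650 for the difference between 12 h and 3 h, and 793 and 127 in the control. With no minimum fold they were 2936 and 2627, 1991 and 3034, 2247 and 2706, 3201 and 4015, 1565 and 2214, and 3258 and 1100. A pseudocount of 0.1 gave 750 and 729 on average. The control had 855 rises and 357 falls with quantile normalization and 388 falls with median-of-ratios scaling. All other counts of these comparisons stayed within 1.5 times.

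Leaving out one library at a time moved the rises and falls between 906 and 1060 and between 806 and 900 at 3 h, 507 to 613 and 696 to 986 at 6 h, and 628 to 741 and 650 to 848 at 12 h. Without the libraries that stand apart they were 1080 and 903, 767 and 731, and 659 and 778, of which 877 and 770, 458 and 546, and 575 and 649 were the same genes. With the axis score as a covariate they were 961 and 883, 561 and 855, and 727 and 746.

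Of the list tests, carotenoid biosynthesis at 6 h had an adjusted p of 0.0411 with no filter, 0.0135 without the libraries that stand apart and 0.0153 to 0.113 with one library left out. Fatty acid degradation had 0.394 at 3 h with an estimated correlation, and at 6 h 0.0126 without the libraries that stand apart and 0.0153 to 0.124 with one left out. The other fatty acid degradation genes had 0.0418 at 3 h with no filter. The median correlation between media was 0.952 on log2(TPM + 1) and 0.940 by Spearman, and component 1 held 58.1% without a log.

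Within a time point, the replicate numbers do not clearly pair +G with −G samples. Same-numbered deviations of +G and −G correlated at 0.22, −0.06 and 0.32 at 3 h, 0.20, 0.27 and −0.10 at 6 h and −0.01, −0.11 and −0.14 at 12 h. Of the 18 libraries, 8 correlated best with their own number in the other medium. Whether a number links samples across the time points was not tested. With the number as a block, 942 rose and 864 fell at 3 h, 537 and 821 at 6 h, and 694 and 716 at 12 h. The depth is unknown, so no limit of detection can be given.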

Differences from the paper's values

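For FCP genes, the paper reports 2 downregulated at 6 h, where 1 was called here. Of the alternatives set before the data were examined, the count is 3 without +G6h replicate 2 and 2 without −G6h replicate 1, and is 1 under all others. At 12 h the paper reports 2 downregulated and 1 was called here; the count is 2 without −G12h replicate 3 and 1 under all other alternatives. At 12 h the paper reports 1 upregulated and 2 were called here. The count is 1 with a pseudocount of 0.1 or 5, quantile normalization, only the groups of the comparison, a filter of at least 5 TPM, and without +G12h replicate 2, −G12h replicate 1 or −G12h replicate 3, and it is 2 or 3 with no filter, median-of-ratios scaling, the replicate block, no trend, and without +G12h replicate 1, +G12h replicate 3 or −G12h replicate 2. Thresholds were those of the paper. Without the libraries that stand apart, a setting chosen after seeing the values, TRINITY_DN208_c0_g2 is called lower at 6 h (−1.45) and TRINITY_DN12221_c0_g1 is no longer called at 12 h. At 3 h the count of downregulated FCP genes is 1 here and in the paper, whose text does not name the gene, and FCP TRINITY_DN1874_c0_g1, upregulated here at 3 h, is not part of the paper's statement.

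The numbers of differentially expressed genes lie within 1.5 times those of the paper, which reports 1068 upregulated and 1058 downregulated at 3 h, 699 and 728 at 6 h, and 822 and 781 at 12 h, against 947 and 867, 538 and 825, and 698 and 722 here.

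The paper describes FabG1 (TRINITY_DN7070_c0_g1) as downregulated. Here it had −0.95 at 3 h and was not called; a pseudocount of 0.1 (−2.35), median-of-ratios scaling (−1.04), and leaving out −G3h replicate 1 (−1.10) or −G3h replicate 3 (−1.02) make it a call, as does leaving out the libraries that stand apart (−1.02), chosen after seeing the values, which drops 1 of the paper's called genes, ACAT at 3 h (−0.92). It describes PSY and ZDS as unchanged; here PSY had −0.51 and ZDS −0.84 at 3 h, with adjusted p values of 0.00589 and 3.2e-05 from limma, both below the minimum fold. The text of the paper describes PDS and ZISO as reduced with glucose and names no time points for this. Here PDS (TRINITY_DN6254_c0_g1) and ZISO were called lower at 3 h and 6 h, and neither was called at 12 h. Both calls at 6 h end with median-of-ratios scaling (−0.95 for PDS and −0.94 for ZISO). The PDS unigene TRINITY_DN5645_c0_g1 was not called at any time point. Figure 5 of the paper marks fabF (TRINITY_DN478_c0_g1) at 6 h, where it had 0.84 here and is a call only with quantile normalization (1.04). It does not mark fabH (TRINITY_DN3898_c0_g1) at 3 h, ECH (TRINITY_DN17225_c0_g1) at 6 h and KATO (TRINITY_DN8063_c0_g1) at 3 h, which were called here at 1.64, −1.02 and −1.04; the rise of fabH is in the text of the paper.

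The text names pyruvate metabolism and glycolysis as the source of most upregulated carbohydrate genes, while Table S3 lists 4 upregulated genes of propanoate metabolism, 1 of pyruvate metabolism and 1 of glycolysis. The tallies of lipid genes in the text differ from the table too: it lists 4 upregulated genes of fatty acid degradation, 2 of fatty acid biosynthesis and 1 of unsaturated fatty acids. MVD, named in the text under terpenoid backbone biosynthesis, stands in Table S3 under carbon fixation. The module named as positively associated with glucose has 2 hub genes named in the text whose means were lower in +G here (−0.75 for TRINITY_DN2078_c0_g1 and −0.79 for TRINITY_DN2784_c0_g1), and the 7 named hub genes of the negatively associated module were higher; the paper's heatmap of these modules runs the same way.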

Other observations

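Table S5 lists 8 other genes of fatty acid degradation, all of them tested; the text of the paper discusses 1 of them, ACAT (TRINITY_DN612_c0_g1), in the MVA pathway. At 3 h 4 fell and none rose, at 6 h 2 fell and none rose, and at 12 h 1 rose and 1 fell, with the same counts adjusted over the list alone; the fall of ACAT at 3 h ends with a pseudocount of 5 (−0.88), without −G3h replicate 3 (−0.92) and without the libraries that stand apart (−0.92), and that of ECI1 at 6 h with a pseudocount of 5 (−0.85), median-of-ratios scaling (−0.92), quantile normalization (−0.96), and without +G6h replicate 2 (−0.93), −G6h replicate 2 (−0.99) or the libraries that stand apart (−0.92). At an unadjusted p under 0.05 limma gave 1 higher and 5 lower genes at 3 h, 1 and 5 at 6 h, and 4 and 3 at 12 h. GCDH, an enzyme of lysine and tryptophan breakdown (TRINITY_DN14332_c0_g1), fell from 139 ± 10.8 TPM in −G3h to 28.7 ± 1.71 TPM in +G3h and had a log2 fold change of −1.76 at 6 h. ACADSB, of branched-chain amino acid breakdown (TRINITY_DN5685_c1_g1), was at 78.7 ± 11.4 TPM in −G3h and 30.0 ± 2.81 TPM in +G3h (−1.36). ECI1 (TRINITY_DN5231_c0_g1), which shifts double bonds before β-oxidation, was at 16.3 ± 0.850 and 5.43 ± 0.524 TPM. ADH5 (TRINITY_DN3501_c0_g1) was the one that rose, at 15.2 ± 0.800 TPM in +G12h and 6.58 ± 0.669 TPM in −G12h, a call that a pseudocount of 5 ends (0.80). Camera gave the list adjusted p values of 0.0872, 0.167 and 0.886 at the 3 time points (0.0418 at 3 h with no filter), and 0.493, 0.507 and 0.927 with an estimated correlation.

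Among the other terpenoid genes, uppS (TRINITY_DN2187_c0_g1), which builds long prenyl chains, was at 12.8 ± 1.09 TPM in +G3h and 3.76 ± 0.938 TPM in −G3h. RCE1 (TRINITY_DN14732_c0_g1), a protease of prenylated proteins, had log2 fold changes of 0.74, 0.78 and 0.88 at 3, 6 and 12 h, below the minimum fold at each. PCME (TRINITY_DN1668_c0_g1) was at 9.86 ± 2.77 TPM in +G6h and 28.0 ± 11.5 TPM in −G6h. The 6 genes that Table S3 lists under nicotinate and nicotinamide metabolism all rose at 3 h (median log2 fold change 2.88), 5 at 6 h and 4 at 12 h. All 5 entries of that table under translation rose at 3 h as well. The study chose both sets on these samples, so they are not independent evidence of a direction.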
